# Induction of multiple pleiotropic drug resistance genes in yeast engineered to produce an increased level of anti-malarial drug precursor, artemisinic acid

**DOI:** 10.1186/1472-6750-8-83

**Published:** 2008-11-04

**Authors:** Dae-Kyun Ro, Mario Ouellet, Eric M Paradise, Helcio Burd, Diana Eng, Chris J Paddon, Jack D Newman, Jay D Keasling

## Abstract

**Background:**

Due to the global occurrence of multi-drug-resistant malarial parasites (*Plasmodium falciparum*), the anti-malarial drug most effective against malaria is artemisinin, a natural product (sesquiterpene lactone endoperoxide) extracted from sweet wormwood (*Artemisia annua*). However, artemisinin is in short supply and unaffordable to most malaria patients. Artemisinin can be semi-synthesized from its precursor artemisinic acid, which can be synthesized from simple sugars using microorganisms genetically engineered with genes from *A. annua*. In order to develop an industrially competent yeast strain, detailed analyses of microbial physiology and development of gene expression strategies are required.

**Results:**

Three plant genes coding for amorphadiene synthase, amorphadiene oxidase (*AMO *or *CYP71AV1*), and cytochrome P450 reductase, which in concert divert carbon flux from farnesyl diphosphate to artemisinic acid, were expressed from a single plasmid. The artemisinic acid production in the engineered yeast reached 250 μg mL^-1 ^in shake-flask cultures and 1 g L^-1 ^in bio-reactors with the use of *Leu2d *selection marker and appropriate medium formulation. When plasmid stability was measured, the yeast strain synthesizing amorphadiene alone maintained the plasmid in 84% of the cells, whereas the yeast strain synthesizing artemisinic acid showed poor plasmid stability. Inactivation of AMO by a point-mutation restored the high plasmid stability, indicating that the low plasmid stability is not caused by production of the AMO protein but by artemisinic acid synthesis or accumulation. Semi-quantitative reverse-transcriptase (RT)-PCR and quantitative real time-PCR consistently showed that pleiotropic drug resistance (*PDR*) genes, belonging to the family of ATP-Binding Cassette (ABC) transporter, were massively induced in the yeast strain producing artemisinic acid, relative to the yeast strain producing the hydrocarbon amorphadiene alone. Global transcriptional analysis by yeast microarray further demonstrated that the induction of drug-resistant genes such as ABC transporters and major facilitator superfamily (MSF) genes is the primary cellular stress-response; in addition, oxidative and osmotic stress responses were observed in the engineered yeast.

**Conclusion:**

The data presented here suggest that the engineered yeast producing artemisinic acid suffers oxidative and drug-associated stresses. The use of plant-derived transporters and optimizing AMO activity may improve the yield of artemisinic acid production in the engineered yeast.

## Background

Terpenoids (or isoprenoids) are a large and diverse class of natural products derived from five-carbon building unit, isopentenyl diphosphate (IPP) [1,2]. The central precursor IPP and its isomer (dimethyl allyl diphosphate, DMAPP) are converted to the 10-carbon geranyl diphosphate (GPP), the 15-carbon farnesyl diphosphate (FPP), and the 20-carbon geranylgeranyl diphosphate (GGPP) by the condensation reactions of GPP, FPP, and GGPP synthase, respectively. At the entry-point of terpenoid biosynthesis, the IPP and its derivatives (i.e., GPP, FPP, and GGPP) are transformed to hundreds of unique hydrocarbon olefins by terpene synthases via carbocation intermediates [3]. These terpene backbones are then decorated by modifying enzymes such as cytochrome P450 monooxygenase (P450), oxidoreductase, and other transferase enzymes that provide various functional moieties (e.g., methyl, acetyl, phenolic groups).

In primary metabolism, terpenoids are indispensable components for various physiological processes, such as respiration (ubiquinone), photosynthesis (plastoquinone), membrane fluidity (cholesterol), and intracellular signaling cascades (protein prenylation). Terpenoid metabolism is also responsible for creating a wide array of related, yet chemically distinct natural products, which play important roles in interactions among organisms and defense mechanisms against biotic stresses [4,5]. Many of these terpenoid natural products have found use as pharmaceuticals (e.g., taxol as an anti-cancer drug), nutraceuticals (e.g., lycopene as an anti-oxidant), aromas and flavors (e.g., nootkatone as an aroma), and industrial chemicals (e.g., natural rubber). The transformation of IPP and its related derivatives to highly complex terpenoids has been an area of active biochemical and bio-engineering studies [6].

The pharmaceutical, chemical, and food industries that supply terpenoid commodities face two critical issues. First, the chemical complexities of terpenoids hinder economic chemical synthesis of terpenoids. To date, the supply of many terpenoid compounds still depends on the isolation of natural terpenoids or the pathway intermediates from plant sources. Second, chemical intermediates and solvents required for the organic chemical synthesis of terpenoids are often petroleum-derived chemicals whose availability is finite. To circumvent these problems, current biotechnological efforts have been focused on devising novel biological processes to manufacture complex terpenoids using enzymes and engineered microbial platforms. One example of biological manufacturing of terpenoids is the production of the anti-malarial drug artemisinin precursor, artemisinic acid, using recombinant enzymes in microbial platforms [7,8].

Artemisinin is a sesquiterpene lactone endoperoxide extracted from the medicinal plant, sweet wormwood (*Artemisia annua*). Artemisinin is a potent anti-malarial drug whose mode of action in curing malaria is proposed to include inhibition of the SERCA (Sarco/Endoplasmic Reticulum Ca^2+^-ATPase) activity of *Plasmodium falciparum *[9]. Artemisinin Combination Therapy (ACT) has been recommended as the first-line medication to patients living in areas where multi-drug resistant strains of *Plasmodium spp*. are endemic [10,11]. However, the lack of sufficient raw material, artemisinin, and the cost associated with the drug's manufacture have limited the supply of ACT to malaria sufferers in the Developing World [12]. At this moment, scientific effort is being directed to develop a biological method to supply sufficient and reliable quantities of artemisinic acid, a direct precursor of artemisinin. The introduction and optimization of the mevalonate pathway in *E. coli *increased production of FPP to 0.5 gram L^-1 ^as measured by amorphadiene production [13]. Similar flux-enhancement in *S. cerevisiae *increased amorphadiene production to 150 mg L^-1 ^[7,14]. Expression of amorphadiene synthase (*ADS*), amorphadiene C12 oxidase (*AMO *or *CYP71AV1*), and its redox partner cytochrome P450 reductase (*CPR*) in the flux-enhanced *E. coli *or *S. cerevisiae *demonstrated that more than 100 mg artemisinic acid L^-1 ^culture can be produced in both platforms at a laboratory scale [7,8]. The efficient conversion of amorphadiene to artemisinic acid by *S. cerevisiae *expressing the ER-bound AMO demonstrated it to be an ideal microbial platform to functionally express genes encoding membrane-bound enzymes.

Following up from the report of artemisinic acid manufacture in the engineered yeast [7], we evaluated and further improved the engineered yeast as a microbial host to produce the drug precursor artemisinic acid. We show here that the production of artemisinic acid can be increased by employing a high-copy plasmid system. We further assessed the response of the engineered yeast to artemisinic acid synthesis and accumulation by analyzing the global transcript profile and by conducting targeted gene expression analysis of multi-drug resistant genes. The data demonstrates the potential use of the engineered yeast to produce drug precursors and also suggests molecular strategies to be employed to further improve the artemisinic acid production levels.

## Results

### Low plasmid stability in yeast strain engineered to produce artemisinic acid

Artemisinic acid is a key precursor for the anti-malarial drug, artemisinin. We have previously reported an engineered yeast strain harboring two plasmids that can synthesize ~100 mg artemisinic acid L^-1 ^culture in a bioreactor [7]. In the previous study, expression of the three plant genes was achieved using the *pRS425-Leu *plasmid for amorphadiene synthase (*ADS*) expression and using the *pESC-Ura *plasmid for amorphadiene oxidase (*AMO*) and cytochrome P450 reductase (*CPR*) expressions. The plasmid stability of the engineered yeast was evaluated after culturing the yeast strain in galactose selective medium. After culturing for 120 hr, only 28 ± 10% (mean ± SD, n = 3) of the engineered yeast contained both *pRS425-Leu::ADS *and *pESC-Ura::AMO/CPR *plasmids, indicating that 72% of the yeast cells lost the leucine, uracil, or both selectable markers. This result led us to systematically examine the plasmid stability of engineered yeast strains with the aim of devising methods to increase the yield of artemisinic acid production. We analyzed the production of amorphadiene and artemisinic acid separately by constructing a single vector encoding either *ADS *or *ADS/AMO/CPR *(Figure 1A and Figure 2A).

**Figure 1:**
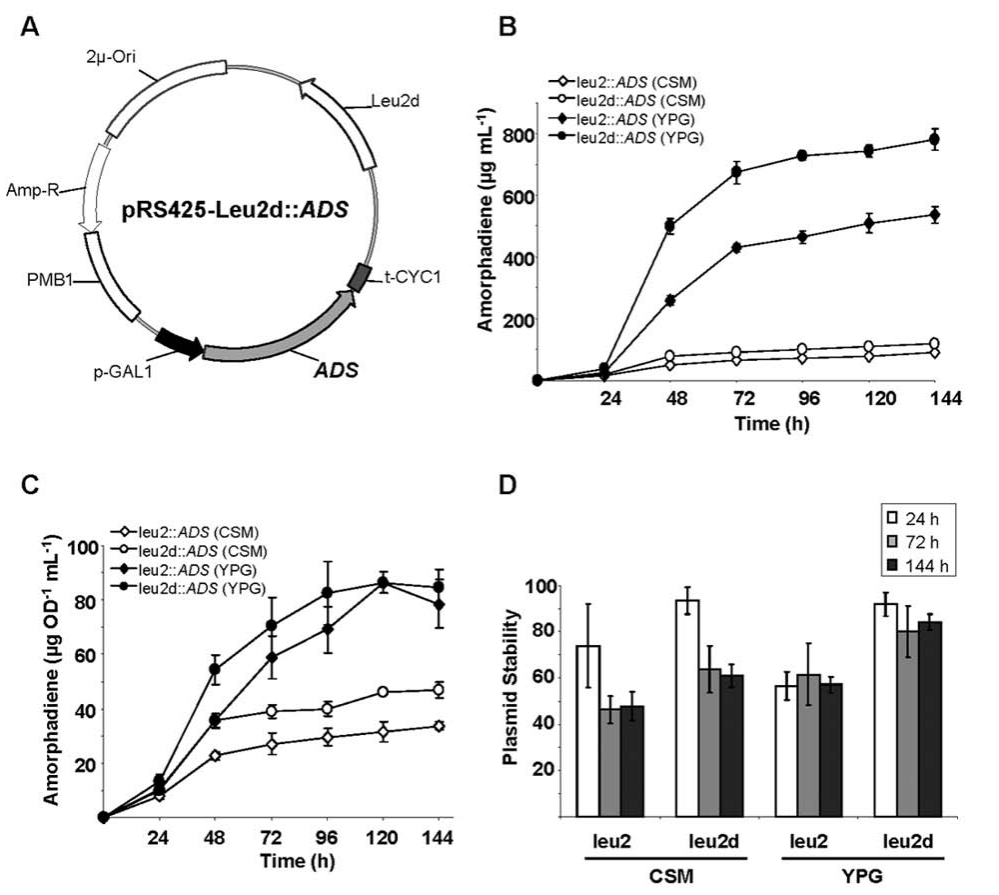
**Amorphadiene production in the engineered yeast strain**. (A) Plasmid harboring *ADS *under control of the *Gal1 *promoter used to produce amorphadiene in EPY300. Total (B) and specific (C) amorphadiene production from EPY300 expressing *ADS *on either pRS425-leu2 or pRS425-leu2d cultured in either CSM or YPG medium. Circles and diamonds indicate the leu2d and leu2 selection markers, respectively. Unfilled symbols indicate selective, minimal medium (CSM), and filled symbols indicate non-selective, rich medium (YPG). (D) Plasmid stabilities of yeast harboring pRS425-leu2::*ADS *or pRS425-leu2d::*ADS *grown in either CSM or YPG medium at 24, 72, and 144 hr post-induction. Data are mean ± standard deviation from three replicate experiments.

**Figure 2:**
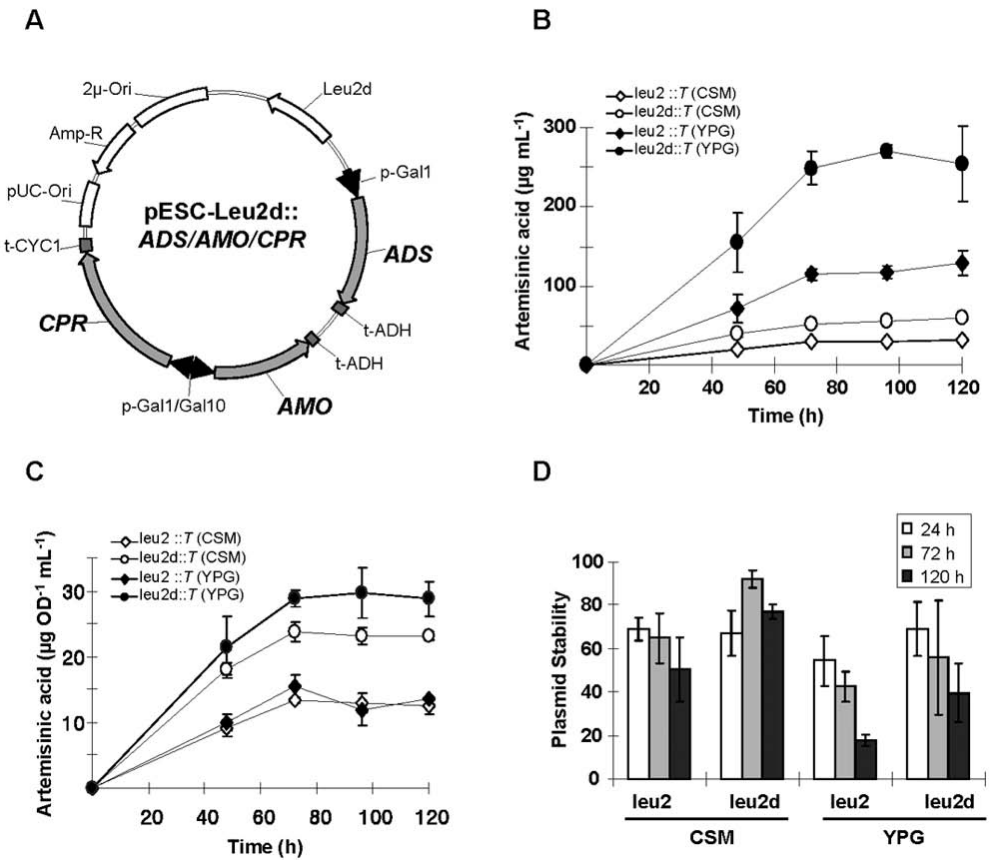
**Artemisinic acid production by the engineered yeast strain**. (A) Plasmid encoding *ADS*, *AMO*, and *CPR *under control of either the *Gal1 *or *Gal10 *promoter used to produce artemisinic acid by EPY300. Total (B) and specific (C) artemisinic acid production from EPY300 strain expressing *ADS, AMO*, and *CPR *from either pESC-leu2 or pESC-leu2d cultured in either CSM or YPG medium. *T *indicates triple genes (*ADS*, *AMO*, and *CPR*). Circles and diamonds indicate leu2d and leu2 selection markers. Unfilled symbols indicate selective, minimal medium (CSM), and filled symbols indicate non-selective, rich medium (YPG). (D) Plasmid stabilities of yeast harboring either pRS425-leu2::*ADS/AMO/CPR *or pRS425-leu2d::*ADS/AMO/CPR *grown in either CSM or YPG medium at 24, 72, and 120-hr post-induction.

### Improved production of amorphadiene in engineered yeast

The *Leu2d *allele contains a deleted promoter, leaving only 29-bp of the *Leu2 *promoter region in the *Leu2 *expression cassette. To compensate for the weakened *Leu2 *expression, *S. cerevisiae *selects for significantly higher plasmid copy number [15]. The *ADS *gene was expressed in *pRS425-Leu2 *(EYP224) or in the newly constructed *pRS425-Leu2d *plasmid backbone (EPY230, Figure 1A) using selective (CSM) or non-selective medium (YPG). As amorphadiene is volatile, it was collected by overlaying dodecane in the yeast culture.

Amorphadiene dissolved in the dodecane layer was quantified by gas-chromatography. In the selective medium, changing expression of *ADS *from *pRS425-Leu2 *to *pRS425-Leu2d *increased amorphadiene production 1.3 fold (from 90 ± 3 μg mL^-1 ^to 120 ± 4 μg mL^-1^), whereas changing the culture medium from selective to non-selective rich medium using the *Leu2 *plasmid (*pRS425-Leu2*) increased amorphadiene production 5.9 fold (Figure 1B). Expression of *ADS *from *pRS425-Leu2d *in non-selective medium increased amorphadiene production by 8.6-fold (781 ± 34 μg mL^-1 ^culture). Specific amorphadiene production (i.e., amorphadiene production per OD unit in a given time) closely followed the time-course production pattern for total amorphadiene, although the production difference in non-selective medium was marginal (Figure 1C).

The stability of *pRS425-Leu2::ADS *plasmid in either selective or non-selective medium was not significantly different, exhibiting more than 50% plasmid stability at 144-hr post-induction in all conditions (Figure 1D). Interestingly, the stability of *pRS425-Leu2d::ADS *in non-selective medium was very high (84% ± 4) even at 144-hr post-induction. The high stability of *pRS425-Leu2d::ADS *implies that the *Leu2d *selectable marker enables yeast to maintain high plasmid stability in non-selective medium.

### Improved production of artemisinic acid in engineered yeast

Plasmids containing three plant genes (*ADS, AMO, CPR*) for artemisinic acid biosynthesis were constructed in *pESC-Leu2 *or *pESC-Leu2d *(Figure 2A). These two plasmids are referred to as *pESC-Leu2-T *(triple genes) or *pESC-Leu2d-T*. Prior to testing the artemisinic acid production by these two plasmids, the expression of *ADS *in the *pRS425-Leu2d *and *pESC-Leu2d *backbones was compared to ensure that *ADS *is expressed similarly in the two different plasmid backbones. The engineered yeast strain harboring either *pRS425-Leu2d*::*ADS *(EPY230; see Table 1) or *pESC-Leu2d::ADS *(EPY306) routinely produced 800 μg amorphadiene mL^-1 ^culture. There was no difference in their plasmid stabilities (85% ± 3 for *pRS425-Leu2d::ADS *and 90% ± 10 for *pESC-Leu2d::ADS*; n = 3). Thus, *ADS *expression was not affected by the type of plasmid backbones used.

**Table 1:** Strain names and genotypes

**Strains**	**Genotype**	**Plasmid**	**References**
BY4742	*MATαα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*	none	41
EPY224	*MATαα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 *P*GAL1-tHMGR *P*GAL1-upc2-1 erg9*::*PMET3-ERG9 *P*GAL1-tHMGR *P*GAL1-ERG20*	pRS425-Leu::*ADS*	7
EPY300	*MATαα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 *P*GAL1-tHMGR *P*GAL1-upc2-1 erg9*::*PMET3-ERG9 *P*GAL1-tHMGR *P*GAL1-ERG20*	none	7
EPY230	EPY300	pRS425-Leu2d::*ADS*	This study
EPY305	EPY300	pESC-Leu:: *ADS/AMO/CPR*	This study
EPY306	EPY300	pESC-Leu2d::*ADS*	This study
EPY307	EPY300	pESC-Leu2d:: *ADS/AMO/CPR*	This study
EPY309	EPY300	pESC-Leu2d:: *ADS/AMO-KO/CPR*	This study
EPY330	*lys2Δ0 ura3Δ0 *repaired EPY300	pESC-Leu2d:: *ADS/AMO/CPR*	This study
EPY338	*lys2Δ0 ura3Δ0 *repaired EPY300	pESC-Leu2d:: *ADS/AMO-KO/CPR*	This study

To evaluate artemisinic acid production, the EPY300 strain was transformed either with *pESC-Leu2-T *(creating strain EPY305) or *pESC-Leu2d-T *(creating strain EPY307). EPY305 produced 31 ± 3 mg L^-1 ^(n = 3) artemisinic acid, which is comparable to the level of artemisinic acid produced by the strain harboring the two-plasmid system [7]. Changing the selection marker from *Leu2 *to *Leu2d *increased artemisinic acid production by 1.9-fold in selective medium, whereas changing the medium from selective to non-selective using the *Leu2 *plasmid increased artemisinic acid production by 4.1-fold (Figure 2B). The combination of the *Leu2d *selection marker and non-selective, rich medium increased the production of artemisinic acid by 8.1 fold. As a result, the final titer reached 254 ± 48 mg L^-1^culture (Figure 2B). The production yield of amorphadiene and artemisinic acid (Figure 1B and 2B) indicates that 32% of the amorphadiene was oxidized by *AMO *and *CPR *in the engineered yeast.

The time course data of specific artemisinic acid production of the triple gene-expressing yeasts were clearly different from those of amorphadiene production of the *ADS*-expressing yeasts (Figure 2C). The yeast strain expressing the three genes from *pESC-Leu2 *(EPY305) in non-selective medium showed greatly decreased specific productivity (~10 μg OD^-1 ^mL^-1^). Thus, without selection, the three plant genes need to be expressed from the high-copy *pESC-Leu2d *plasmid in order to maintain high specific productivity.

Plasmid stabilities of the triple-gene expression vectors were significantly different from those of *ADS*-expressing plasmids (Figure 2D). Plasmid stability of *pESC-Leu2-T *in selective medium (50 ± 15%) was 2.8-fold higher than that in non-selective medium (18 ± 3%) at 120-hr post-induction. Similarly, the plasmid stability of *pESC-Leu2d-T *in selective medium (77 ± 3%) was 1.9-fold higher than that in non-selective medium (40 ± 14%). These results showed that engineered yeasts lose the plasmids coding for the three plant genes when grown in non-selective rich medium and that the *Leu2d *selection marker is required for yeast to retain plasmids. The low plasmid stability for yeast expressing the three plant genes from *pESC-Leu2 *in non-selective medium is consistent with the significantly decreased specific productivity of the same strain (Figure 2C).

In order to evaluate the potential use of the yeast strain for industrial fermentation purposes, the two auxotropic markers (*lys2Δ0 ura3Δ0*) were repaired, and the resulting yeast strain (EPY330) was cultured in a fed-batch culture in a bio-reactor. Without culture optimization, the yeast strain produced 1.06 g artemisinic acid L^-1 ^after culturing for 144 hr (see Materials and Methods for details). These data strongly suggest the industrial potential of this yeast strain for artemisinic acid production.

### Restoration of high plasmid stability by point-mutation of *AMO*

Apparently, the plasmid stabilities were not affected by *ADS *gene expression and amorphadiene production (Figure 1D). However, a comparison of yeast strains producing amorphadiene to those producing artemisinic acid showed that plasmid stabilities were affected by *AMO *and *CPR *expression. To distinguish whether the plasmid loss was due to the high expression of membrane-bound AMO or due to the high level of artemisinic acid production, a point mutation (Cys to Gly at the 439th residue) was introduced into AMO at the cysteine residue that is conserved in all P450 enzymes. This *AMO *knock-out of *pESC-Leu2d-T *is referred to as *pESC-Leu2d-TKO*. GC-MS analysis confirmed that the engineered yeast strain containing the *pESC-Leu2d-TKO *(EYP309) did not produce artemisinic acid but produced a high level of amorphadiene, indicating that the C439G point mutation completely abolished the catalytic activity of *AMO *(data not shown). Production of the AMO protein in EPY309 was also verified by Western-blot using an anti-AMO polyclonal antibody (data not shown). Together, these data demonstrate that EPY309 is producing an inactive AMO protein. EPY300 was transformed with either *pESC-Leu2d-T *(EPY307) or *pESC-Leud2-TKO *(EPY309), and the plasmid stabilities of these two strains were measured after culturing at 96-hr in non-selective medium. The stability of *pESC-Leu2d-T *(28 ± 20%) was comparable to the previous data, whereas the stability of *pESC-Leu2d-TKO *was 74 ± 20% (Figure 3). This plasmid stability is much closer to that of the plasmid expressing *ADS *alone (Figure 1D). Based on these data, we concluded that artemisinic acid synthesis was the cause for the low plasmid stability.

**Figure 3:**
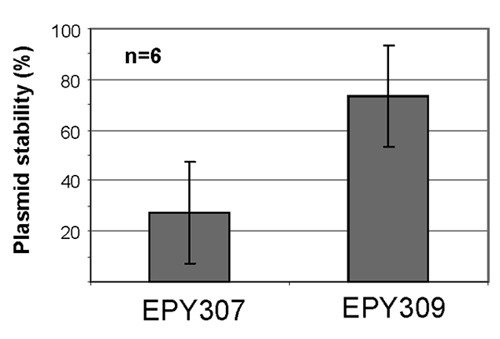
**Plasmid stabilities of transgenic yeast strains**. EPY307 harbors *pESC-Leu2d-T *plasmid and EPY309 harbors *pESC-Leu2d-TKO*, which carries *AMO *inactivated by the C439G point mutation.

### Induction of ABC transporter by endogenous production of artemisinic acid

The two engineered yeast strains (EPY307 and EPY309) have a single nucleotide difference in their plasmids, which results in the different oxidation level of the terpenoid product (i.e., amorphadiene versus artemisinic acid). Considering the neutrality of the cytosol and a predicted pKa of 4.34 ± 0.11 for artemisinic acid [Scifinder data; calculated using Advanced Chemistry Development  Software V8.14 for Solaris], it is likely that artemisinic acid is present as an ionized form in the yeast cytosol, and hence active yeast transporters might be involved in transporting the polar artemisinic acid out of the cell to lessen its potential toxicity. To examine if the cellular stresses caused by a high level of oxidized terpenoids can evoke the induction of genes involved in pleiotropic drug resistance (PDR), the transcription of five yeast ATP-Binding Cassette (ABC) transporters (*PDR5, PDR12, PDR15, YOR1*, and *SNQ2*) and two known transcription factors (*PDR1 *and *PDR3*) for the PDR response were compared by semi-quantitative reverse transcriptase (RT)-PCR. A remarkable transcriptional induction of *PDR5 *was found in the yeast strain producing artemisinic acid relative to the strain expressing the inactivated AMO (Figure 4A). Expression of three other ABC transporters (*PDR15*, *YOR1*, and *SNQ2) *was also significantly induced in the yeast strain producing artemisinic acid relative to the yeast strain containing the inactivated *AMO*; induction of *PDR12 *expression was insignificant. In addition, up-regulated expression of the *PDR3 *transcription factor was noticeable after 24 hrs, while that of *PDR1 *was indiscernible.

**Figure 4:**
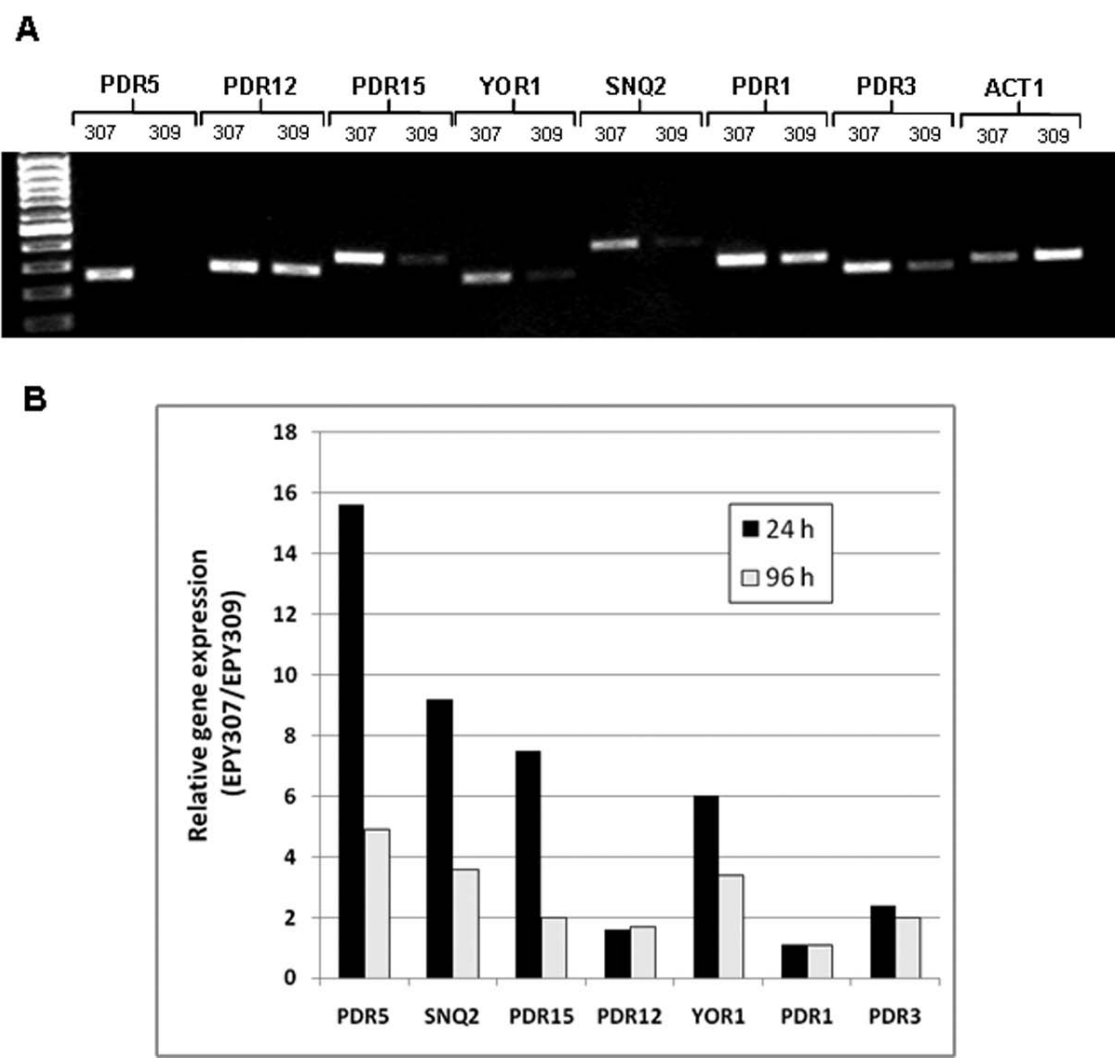
**Reverse-transcriptase PCR analysis of selected genes involved in multiple pleiotropic drug resistance**. (A) Semi-quantitative RT-PCR conducted with RNA extracted after 24 hr of induction from EPY307 (artemisinic acid producer) and EPY309 (amorphadiene producer). Number of PCR Cycles used: ACT1: 23; PDR5, PDR15, SNQ2: 24; YOR1:27; PDR1:28; PDR3, PDR12:30. (B) Quantitative real-time RT-PCR conducted with samples harvested at 24 and 96 h post-induction.

In order to quantify the magnitude of induction, the transcripts of these genes were analyzed by quantitative real-time RT-PCR. At 24 hrs post-induction, *PDR5 *was induced by 15.6 fold; *PDR15*, *YOR1 *and *SNQ2 *were induced 6 to 9 fold; and *PDR3 *was induced by 2.4 fold (Figure 4B). Although expression induction of these genes was attenuated at 96 hrs, significant expression was still detectable. These data were consistent with and corroborate those obtained by semi-quantitative RT-PCR. Relative transcriptional analyses of yeast ABC transporters clearly demonstrated that one of the primary cellular responses caused by *de novo *artemisinic acid synthesis in engineered yeast is rapid transcriptional activation of various ABC transporters.

### Global transcriptional analysis by microarray

Up-regulation of PDR transporter expression suggests that *in vivo *production of artemisinic acid triggers a stress adaptation response in yeast. In order to further characterize the stress responses accompanying *AMO *activity and artemisinic acid production, we compared transcript profiles of an artemisinic acid-producing strain (EPY330) and that of a strain expressing the inactivated *AMO *(EPY338). 

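Labeled cDNA of the artemisinic acid producer EPY330 (Alexa555) and of EPY338 (Alexa647), which carries the inactivated AMO, was hybridized together on each slide. At 24, 48 and 72 h after induction, equal amounts of RNA from 5 clones of each strain were pooled. There were 4 slides at 24 h (replicates A to D), 5 at 48 h and 5 at 72 h (replicates A to E). All slides of a time point carried the same pair of RNA pools, so the SD between slides is technical and each time point holds 1 pair of pools. The dyes were not swapped on any slide, so a dye effect specific to a gene cannot be separated from the difference between the strains. The deposited table used here holds 1 log2 ratio for each ORF and slide, lowess-normalized by the authors, and no fluorescence intensities. These ratios were turned to log2(EPY330/EPY338), and a positive value is a higher transcript level in the producer. The table lists 6040 ORFs, of which 4929 had a value on every slide. The annotation matched 5546 of the ORFs by name, and coordinates were not used here. The median log2 ratio of a slide lay between -0.02 and 0.01, and its SD over the ORFs between 0.47 and 0.88. The number of slides limits the precision of each mean. Across ORFs, which are not independent replicates, Pearson's r between slides of the same time point ranged from 0.377 to 0.901. Between a 24 h and a 72 h slide it ranged from 0.0059 (replicate D at 24 h, replicate C at 72 h) to 0.750 (replicate C at 24 h, replicate E at 72 h).

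**Figure D1:**
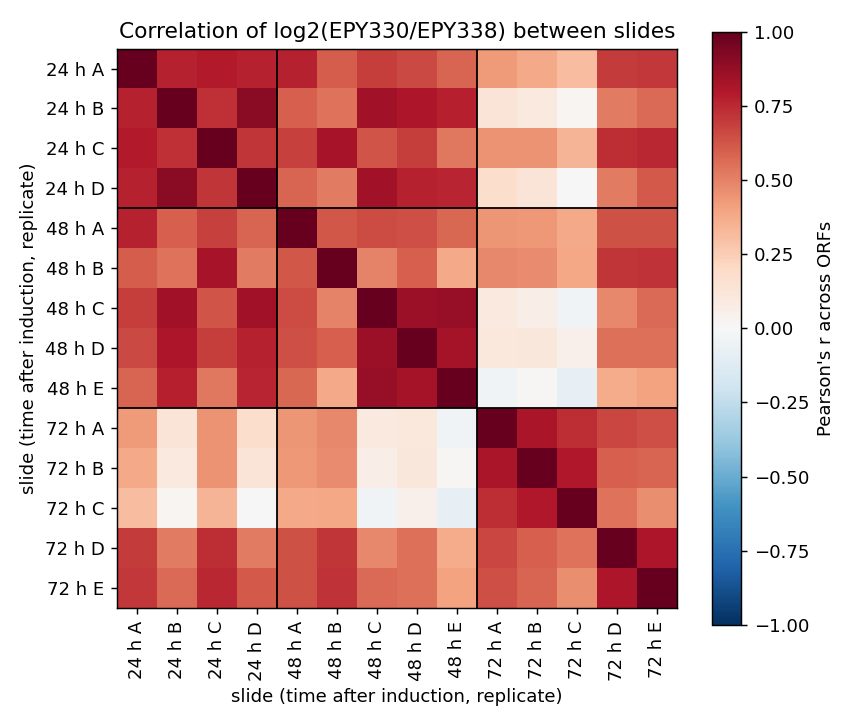
Pearson's r across ORFs of log2(EPY330/EPY338) between each pair of the 14 slides, in the order of time after induction and replicate; black lines separate the time points. Within a time point r is at least 0.377. Replicates B and D at 24 h have an r of 0.0183 and 0.0059 with replicate C at 72 h. Replicates D and E at 72 h have an r of at least 0.518 with every 24 h slide, so the low values do not follow time alone.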

Expression of the triple-gene constructs in five independent transformants for each strain (active and inactive AMO) were induced and harvested at 24, 48 and 72 hours after induction.

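Genes with a value on at least 3 slides of a time point were tested by one-class SAM at an FDR of no more than 0.2%, over every sign flip of the slides (16 flips at 24 h, 32 at 48 and 72 h). The test sets 1 pair of RNA pools against the error between slides and is not a test of the strains. In simulated slides with the same missing values it recovered a mean of 49.8%, 37.4% and 68.6% of genes changed by a log2 ratio of 2 at 24, 48 and 72 h, so the counts are low and a gene that was not called is not shown to be unchanged. At 24 h, 549 of 5861 genes were called, with 437 higher and 112 lower in EPY330. At 48 h, 130 of 5721 genes were called, with 127 higher and 3 lower. At 72 h it was 383 of 5945, with 279 higher and 104 lower. In at least one time point 848 genes were called, of which 377 were more than 2-fold higher and 123 more than 2-fold lower in EPY330 at a time point of the call. The balance of higher and lower genes depended on the processing. At 48 h, 735 genes were higher and 595 lower with missing values imputed from the 10 nearest genes, 800 and 573 among genes with a value on every slide, 653 and 427 at an FDR of 1%, and 254 and 119 by limma on slides at an adjusted p of at most 0.002. Under the same alternatives 354, 288, 446 and 478 genes were lower at 24 h, and 520, 291, 645 and 239 at 72 h. The alternative that moved the count of 848 most was an FDR of 1%, which called 2538 genes. With missing values imputed, SAM called 2446 genes. Single slides moved some counts by more than 1.5-fold. Without replicate C at 24 h, 957 genes were called at that time point, and without replicate D at 24 h, 41 genes were more than 2-fold lower. The 48 h count was 285 without replicate A, 85 without D and 86 without E, and the 72 h count was 250 without replicate B and 133 without C. The genes called lower depended on single slides. At 24 h they numbered 213 without replicate A, 264 without C and 5 without D. At 48 h there were 28 without replicate A and 3 to 5 without any 1 of the other slides. At 72 h there were 30 without replicate A, at most 2 without B or C, and 60 without E. With the slides of each time point averaged, limma found a mean log2 ratio away from 0 in 1207 of 5652 genes at an adjusted p under 0.05, with 650 higher and 557 lower in EPY330, and 2273 genes had an unadjusted p under 0.05. In this fit the time points stand as replicates, although the paper harvested the same transformants of each strain at all of them. Its p-values, here and for single genes below, therefore do not cover the spread between transformants. The count of 1207 was 255 without replicate E at 72 h (185 higher and 70 lower). It was 702 without replicate B at 48 h (411 and 291) and 761 without replicate D at 72 h (438 and 323). With the median of the slides it was 258 (179 and 79), so the balance depended on the processing here too.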

A total of 2,156 genes were found to be significantly differentially expressed in at least one experimental time point, of which 488 were up-regulated and 256 were down-regulated in the producer strain by more than 2-fold in at least one time point (see additional file 1 for a complete list of genes; the microarray data set was deposited at the Gene Expression Omnibus database, GEO Accession Number: GSE11620). 

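Values are the mean log2(EPY330/EPY338) of the slides with the SD between them. PDR5 (YOR153W) had 3.17 ± 0.53 (SD, n = 4 slides) at 24 h, 2.50 ± 0.57 (SD, n = 5 slides) at 48 h and 2.03 ± 0.41 at 72 h. PDR15 (YDR406W) had 3.14 ± 0.33 at 24 h, 2.48 ± 0.33 at 48 h and 2.42 ± 0.40 at 72 h. PDR16 (YNL231C) had 2.99 ± 0.98, 3.08 ± 0.50 and 1.34 ± 0.45 at the same times. For SNQ2 (YDR011W) the values were 2.72 ± 0.25, 1.83 ± 0.58 and 1.73 ± 0.32, and for YOR1 (YGR281W) 2.33 ± 0.32, 1.58 ± 0.41 and 1.40 ± 0.38. SAM called these 5 genes at every time point, although the 48 h calls of SNQ2 and YOR1 were lost without replicate E, when their log2 ratios were 1.71 and 1.54. PDR10 (YOR328W) reached 1.03 ± 0.24 at 72 h and was called at 24 and 72 h. PDR17 (YNL264C) reached 0.99 ± 0.20 at 72 h and was called there alone. PDR11 (YIL013C) had 0.72 ± 0.23 at 24 h and 0.01 ± 0.26 at 72 h and was not called at any time point, but it was called at 24 h with missing values imputed. Averaged over the 3 time points in limma, 8 of the 9 genes of the list, PDR11 excepted, had an adjusted p under 0.05. For PDR5 the mean was 2.57 (adjusted p = 0.0238 from limma, higher in EPY330 at 3 of 3 time points), and its adjusted p lay between 0.0151 and 0.0436 with any 1 slide left out. Adjusted over the list alone, 8 of the 9 genes passed as well. The paper also chose PDR5, PDR12, PDR15, YOR1 and SNQ2 for RT-PCR, and it names PDR10, PDR11, PDR16 and PDR17 from these arrays, for which the count over the list alone is not independent evidence.

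**Figure D2:**
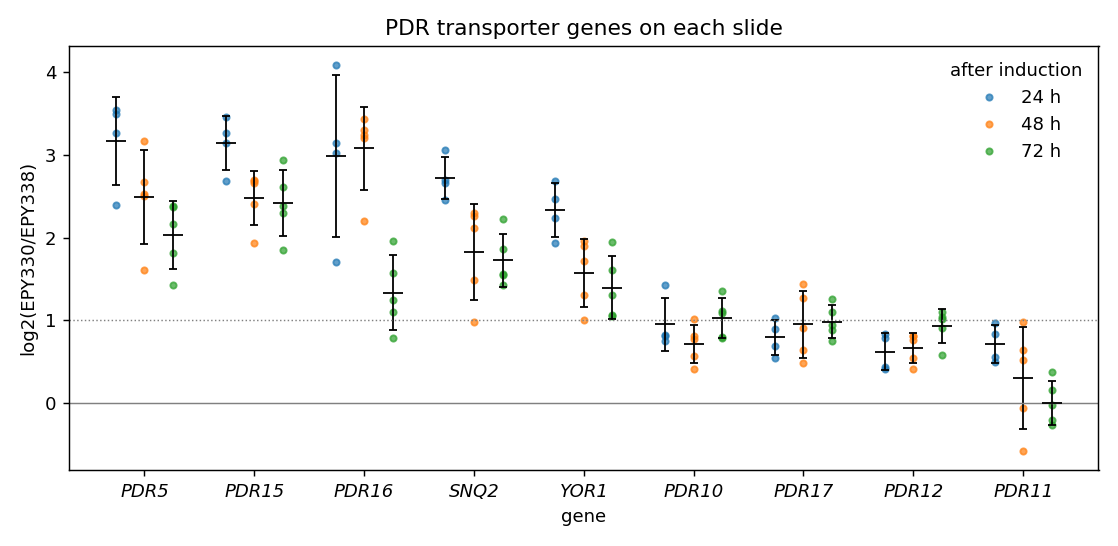
log2(EPY330/EPY338) of PDR5, PDR15, PDR16, SNQ2, YOR1, PDR10, PDR17, PDR12 and PDR11 on each slide (points) at 24, 48 and 72 h after induction, with the mean (long bar) and the SD between slides (error bars); the dotted line marks a 2-fold higher level in EPY330. PDR5, PDR15, PDR16, SNQ2 and YOR1 have means above the dotted line at all 3 time points.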

Not unexpectedly, several known or putative PDR transporters (*PDR5, PDR10, PDR11, PDR12, PDR15, PDR16, PDR17, YOR1 and SNQ2*) were found among the differentially expressed genes, some of which are among the genes with the strongest up-regulation observed (Figure 5). These results are generally very similar to the results obtained by quantitative PCR for these genes, although *PDR12 *was found to be significantly up-regulated (1.9-fold) by microarrays at 72 h post-induction. 

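On the arrays PDR12 (YPL058C) was 1.91-fold higher in EPY330 at 72 h by its mean log2 ratio, with an SD of 0.256 between the folds of single slides (n = 5 slides). Its log2 ratio was 0.62 at 24 h and 0.67 at 48 h. SAM called PDR12 at 72 h alone, and the call was lost without replicate C, when the fold was 1.87. The genes of the transcription factors Pdr1p and Pdr3p were not called at any time point. PDR1 (YGL013C) had log2 ratios of -0.09 ± 0.36 (SD, n = 4 slides) at 24 h, 0.12 ± 0.47 (SD, n = 5 slides) at 48 h and -0.11 ± 0.39 at 72 h, and PDR3 (YBL005W) had -0.20 ± 0.22, -0.33 ± 0.14 and -0.06 ± 0.21. By RT-PCR at 24 h the paper found PDR3 induced, which these ratios do not show. The RT-PCR used another pair of strains, and the cause of the difference was not tested.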

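TPO1 (YLL028W), which encodes a transporter of the major facilitator superfamily, had a log2(EPY330/EPY338) of 2.02 ± 0.26 (SD, n = 4 slides) at 24 h, 2.02 ± 0.50 (SD, n = 5 slides) at 48 h and 0.91 ± 0.33 at 72 h. It was called by SAM at each time point, but not at 72 h without replicate C, when its log2 ratio was 0.93. TPO4 (YOR273C) had 1.28 ± 0.45 at 24 h, where it was called, and -0.07 ± 0.26 at 72 h. DTR1 (YBR180W), YCL073C and SGE1 (YPR198W) were not called at any time point. The log2 ratio of DTR1 at 72 h was 0.58 ± 0.27, and that of YCL073C was 0.64 ± 0.21. SGE1 had 0.17 ± 0.33, -0.24 ± 0.52 and -0.66 ± 0.09 at 24, 48 and 72 h. With missing values imputed, DTR1 and YCL073C were called higher and SGE1 lower in EPY330 at 72 h. Among the hexose transporter genes, HXT9 (YJL219W) had the largest mean log2 ratio of all genes tested at 24 h, 4.78 ± 0.59, followed by 2.19 ± 0.67 at 48 h and 0.50 ± 0.25 at 72 h. HXT11 (YOL156W) had 2.25 ± 1.21, 0.43 ± 0.29 and 0.12 ± 0.39. HXT9 and HXT11 are paralogs, and the ratios cannot tell how far cDNA of either gene bound to spots of the other. HXT1 (YHR094C) had 0.96 ± 0.59, 0.35 ± 0.43 and 2.37 ± 0.99. Across the time points none of the 3 genes had an adjusted p under 0.05 in limma (0.0630 for HXT1, 0.0608 for HXT9 and 0.142 for HXT11), and adjusted over the list alone 2 had. Since the paper named these genes from the same slides, the count over the list alone is not independent evidence. HXT9 passed without replicate B at 24 h (0.0446), and HXT1 passed without replicate B or D at 24 h, E at 48 h, or B or C at 72 h (lowest 0.0431).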

Several transporters of the major facilitator superfamily (MFS) were also strongly up-regulated in the artemisinic acid-producing strain, including transporters associated with multiple drug resistance (*SGE1, DTR1, YCL073C, TPO1, TPO4*) and the hexose transporters (*HXT1, HXT9 *and *HXT11*), which have been shown to be transcriptionally controlled by PDR transcription factors Pdr1p and Pdr3p [16,17]. This important and widespread up-regulation of transcription of drug transporters often persisted at least 72 hr after induction. 

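The difference between the ratios at 72 h and at 24 h was tested with limma on all 14 slides, with the time point as the group. The test compares the RNA pools of both time points against the error between slides, and a dye effect that is constant over time drops out of it. Of 5652 genes, 810 had an adjusted p under 0.05, with 292 higher and 518 lower ratios at 72 h. The alternative that moved this count most was an adjusted p of at most 0.002, which left 23 genes. It was 174 without replicate B and 242 without replicate D at 24 h, 282, 277 and 288 without replicates A, B and C at 72 h, and 1280 without replicate B at 48 h. Of the 17 PDR, MFS and hexose transporter genes named in the paper, 9 were more than 2-fold higher in EPY330 at 24 h and 7 at 72 h. At an adjusted p under 0.05 the ratio was lower at 72 h for 10 of them and higher for HXT1, whose difference was 1.41 (adjusted p = 0.0307 from limma) and lost significance without replicate B or D at 24 h or A, B or C at 72 h (highest 0.113). Adjusted over the list alone, 13 of the 17 genes differed. PDR5 differed by -1.14 (adjusted p = 0.0212 from limma), PDR16 by -1.65, SNQ2 by -0.99, YOR1 by -0.94 and PDR15 by -0.73. Without replicate B at 24 h the adjusted p of PDR16 was 0.0515, that of SNQ2 0.0625, that of YOR1 0.0726 and that of PDR15 0.0552. PDR5 had 0.0746 without replicate D at 24 h, YOR1 had 0.0569 without replicate A at 72 h, and SNQ2 had 0.0616 without replicate B at 72 h. PDR15 was no longer under 0.05 without any 1 of replicates A to D at 24 h, C at 48 h and A, C, D or E at 72 h (highest 0.116). For PDR10, PDR12 and PDR17 the differences were 0.08, 0.31 and 0.19, and none of these 3 had an adjusted p under 0.05.

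**Figure D3:**
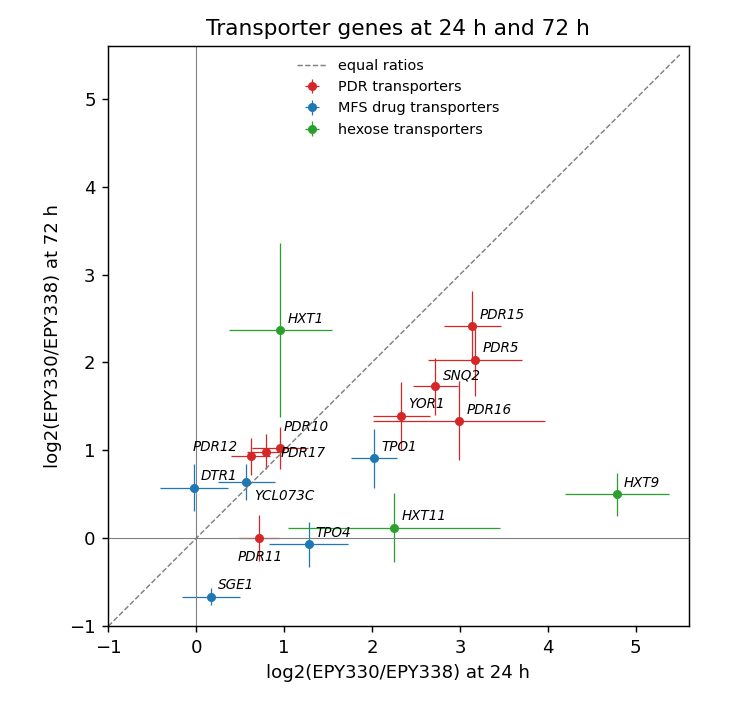
Mean log2(EPY330/EPY338) at 24 h (horizontal axis, n = 4 slides) and at 72 h (vertical axis, n = 5 slides) of the PDR, MFS and hexose transporter genes, with the SD between slides as error bars; the dashed line marks equal ratios. PDR5, PDR15, PDR16, SNQ2, YOR1, TPO1 and HXT9 lie below the dashed line, and HXT1 lies above it.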

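CCR4, RIB1, PPA1, PRM7, MAC1, AAD6, AAD10, RTA1, YLR346C, YML131W, GTT2 and GRE2 have a value in the deposited table, and YLR056C, which has none, was not analysed here. PPA1 was taken as YHR026W, which the annotation lists as VMA16. All 12 genes were more than 2-fold higher in EPY330 in at least one time point, 9 at 24 h, 10 at 48 h and 2 at 72 h. Their median log2 ratio was 1.09 at 24 h, 1.42 at 48 h and 0.62 at 72 h. SAM called 11 of them in at least one time point, and MAC1 (YMR021C), which reached 1.01 ± 0.19 (SD, n = 5 slides) at 48 h, was called with missing values imputed. GRE2 (YOL151W) had log2 ratios of 3.21 ± 0.51 (SD, n = 4 slides) at 24 h, 2.85 ± 0.82 (SD, n = 5 slides) at 48 h and 0.97 ± 0.46 at 72 h, and its 72 h call was lost without replicate C, D or E, with a ratio between 0.82 and 1.10 when any 1 slide was left out. PRM7 (YDL039C) had 2.39 ± 0.54 at 48 h and 0.07 ± 0.32 at 72 h. CCR4 (YAL021C) had 1.01 ± 0.24, 0.64 ± 0.39 and 1.07 ± 0.26 at the 3 time points, and the sign of its difference between 24 and 72 h changed when a trend along the order of ORF names was removed. Across the time points 10 of the 12 genes had an adjusted p under 0.05 in limma, and 12 when adjusted over the list alone. Since the paper named these genes from the same slides, these counts and those over 2-fold are not independent evidence.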

A number of genes in the gene ontology categories "response to drugs" or "response to toxin" (*CCR4, RIB1, PPA1, PRM7, MAC1, YLR056C, AAD6, AAD10, RTA1, YLR346C, YML131W, GTT2, GRE2*) were also strongly up-regulated.

The T-profiler software [18] and the YEASTRACT database [19] were used to interpret the gene expression profiles at the 24-hr time point by finding consensus motifs upstream of significantly represented groups of genes and associated transcription factors. Three different upstream regulatory consensus motifs were predicted to have a significant impact in the response to artemisinic acid production: TCCGYGGR, which can be bound by the drugs and stress -responsive transcription factors Pdr3p, Pdr8p, Yrr1p and Hsf1p; CCCCT, which can be bound by the drugs and stress-responsive transcription factor Msn2p/Msn4p; and YYACCCG, which can be bound by Reb1p, a general RNA polymerase factor, but also by Hsf1p, a general stress response-associated transcription factor. Similar results were obtained after 48 and 72 hr of induction.

**Figure 5:**
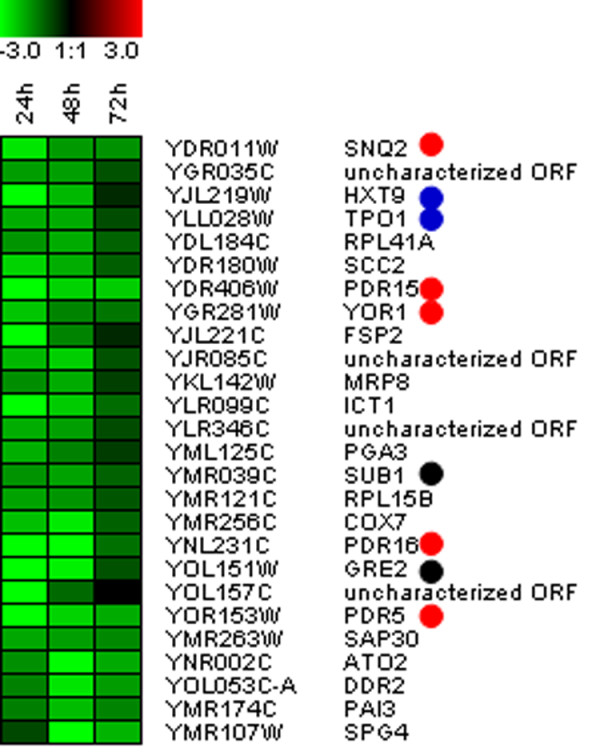
**Heat-map representation of some up-regulated yeast genes identified by microarray analysis**. Cluster 6 of k-mean clustering (k = 11) result showing some of the most strongly up-regulated genes observed in this study. Green color indicates the relative induction level (log2 ratio scale). *S. cerevisiae *open reading frame (ORF) and gene names are indicated. Red, blue, and black dots indicate genes for ATP-binding-cassette (ABC) superfamily, major facilitator superfamily (MFS), and oxidative stresses, respectively.

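All 26 genes that Fig. 5 names were more than 2-fold higher in EPY330 in at least one time point, 25 at 24 h, 26 at 48 h and 16 at 72 h. Fig. 5 shows a cluster of strongly up-regulated genes from these same slides. The counts of higher and called genes thus follow from that choice and are not independent evidence. Their median log2(EPY330/EPY338) was 2.11 at 24 h, 2.04 at 48 h and 1.16 at 72 h. SAM called 26 of them at 24 h, 25 at 48 h and 19 at 72 h. The gene under 2-fold at 24 h was SPG4 (YMR107W), with 0.85 ± 0.08 (SD, n = 4 slides), and it had the largest mean ratio of all genes tested at 48 h, 3.29 ± 0.23 (SD, n = 5 slides). IMA4 (YJL221C) had 3.54 ± 0.12, 1.57 ± 0.68 and 0.49 ± 0.23 at the 3 time points, and its 48 h call was lost without replicate C, D or E, with a ratio between 1.39 and 1.81 when any 1 slide was left out. Its paralog IMA2 (YOL157C), whose spots can bind the same cDNA, had 3.04 ± 0.17, 1.25 ± 0.34 and 0.29 ± 0.18, and was not called at 48 or 72 h. ICT1 (YLR099C) had 3.45 ± 0.21, 2.39 ± 0.50 and 1.28 ± 0.31. At 72 h ATO2 (YNR002C) had 2.01 ± 0.44, COX7 (YMR256C) had 1.16 ± 0.45 and SAP30 (YMR263W) had 1.62 ± 0.97 (SD, n = 4 slides). The 72 h value of SAP30 includes replicate E at 3.07, and the remaining slides lay between 0.97 and 1.28. Between 24 and 72 h the ratios of 20 of the 26 genes differed at an adjusted p under 0.05 in limma, 19 with a lower ratio at 72 h and SPG4 with a higher one, and 22 differed when adjusted over the list alone.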

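The genes named for oxidative, osmotic and general stress make up 31 genes, since some appear in more than one group. Of these, 29 were more than 2-fold higher in EPY330 in at least one time point, 18 at 24 h, 22 at 48 h and 11 at 72 h. Their median log2 ratios were 1.11, 1.48 and 0.56. SAM called 28 of them higher in at least one time point. In the oxidative group 14 of 14 genes were more than 2-fold higher, in the osmotic group 7 of 8, and in the general stress group 13 of 14. GPX1 (YKL026C) had 2.02 ± 0.96 (SD, n = 5 slides) at 48 h and SUB1 (YMR039C) had 1.92 ± 0.41. SOD2 (YHR008C) had 1.23 ± 0.34 (SD, n = 4 slides) at 24 h, 1.48 ± 0.37 at 48 h and 0.05 ± 0.56 at 72 h. The 48 h call of GPX1 was lost without replicate B or E and that of SOD2 without replicate D or E, with any 1 slide left out giving 1.73 to 2.36 for GPX1 and 1.36 to 1.58 for SOD2. SIP18 (YMR175W) had 0.69 ± 0.21, 2.68 ± 0.78 and 1.80 ± 0.39 at 24, 48 and 72 h, and HSP12 (YFL014W) had 0.36 ± 0.14, 1.86 ± 0.45 and 1.08 ± 0.41. HOT1 (YMR172W) was not called and reached 0.47 ± 0.07 at 72 h. DDR2 (YOL053C-A) had 2.71 ± 0.62 and MSN2 (YMR037C) 1.12 ± 0.18 at 48 h. The annotation gave no symbol for YOL053C-A, so its match to DDR2 was not checked. SVS1 (YPL163C) was not called and had 0.02 ± 0.14, 0.09 ± 0.15 and -0.78 ± 0.25, and with missing values imputed it was called lower in EPY330 at 72 h. Across the time points 23 of the 31 genes had an adjusted p under 0.05 in limma, and 27 when adjusted over the list alone. Since the paper named these genes from the same slides, these counts and those over 2-fold are not independent evidence.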

Other genes among the most strongly up-regulated (>2-fold) in the producer strain were also related to cellular responses to different stresses, including oxidative (*SUB1, GRE2, HOR2, SOD2, ATX1, HSP12, GRX5, PRX1, TSA2, GPX1, NCE103, CCP1, TRX2, AAD6*) and osmotic (*GRE2, PAI3, HOT1, HOR2, HOR7, SIP18, HSP12, RHR2*), as well as other general stress responses (*DDR2, SML1, XBP1, MSN2, HAC1, CRZ1, DAK1, YGP1, SVS1, TIR2, HSP12, ICT1, SPG4, HOR7*). Some of the genes, such as *HSP12 *(heat shock protein), appeared in multiple categories of stresses, and it was difficult to link the induction of some genes to a specific class of stress response. It needs to be further evaluated if those responses are the direct consequence of artemisinic acid and its synthesis or secondary effects. 

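Of the 71 genes that the paper names as up-regulated on the arrays and that have a value, 62 were more than 2-fold higher in EPY330 in at least one time point. They include 6 of the 9 PDR transporters, 2 of the 5 MFS drug transporters and all 3 hexose transporters. The tally stayed between 60 and 63 with any 1 slide left out. It was 56 with the trend along the order of ORF names removed, a setting chosen after the data were seen. Across the time points 51 of these genes had an adjusted p under 0.05 in limma, and 63 when adjusted over the list alone. Apart from the genes also chosen for RT-PCR, the paper named them from the same slides. Neither the tally of 62 genes nor the counts in limma are therefore independent evidence of a rise. The paper proposes its reading of the arrays from the transporter genes among those with the strongest up-regulation and the stress genes beside them. It also draws on upstream motifs found with these arrays, which were not analysed here, and on RT-PCR of PDR genes. The paper states that direct consequences of the acid and its synthesis remain to be told from secondary effects.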

In summary, these data suggest that artemisinic acid production triggers a plethora of stress-related responses in yeast with the major classes of induced genes being the MFS and ABC-transporters.

## Discussion

The necessity for biological processes utilizing renewable resources becomes critical in part due to global warming and depletion of petroleum. Most biological engineering efforts have been focused on developing microbial systems that can be genetically altered to produce high-value chemicals and petroleum substitutes. Although our understanding of tuning microbes into efficient workhorses for chemical production is still limited, technological developments in synthetic biology promise to make biological engineering more predictable, faster, and less expensive [20]. All major classes of secondary metabolites including phenylpropanoids, terpenoids, and polyketides have been produced in microbes [7,8,13,21-25]. Yet most of the natural products are still supplied primarily through fungal fermentation and plant cultivation accompanied by subtle chemical modifications. In this respect, the yeast engineered to produce artemisinic acid is not only a step towards a potential economically viable method for producing artemisinin at a commercial scale but also a research model to study the microbial manufacture of specialty and commodity chemicals.

In this study, we demonstrated that the production titer of artemisinic acid can be increased by altering the plasmid selection marker and culture medium. Without any optimization, the artemisinic acid yields from both shake-flask and bio-reactor cultivation of the engineered yeast were 10-fold higher than those yields reported previously [7]. Further optimization of gene expression and cultivation conditions in order to take advantage of the full metabolic capacity of these microbes should improve artemisinic acid yields even more.

Although all of the amorphadiene produced was not completely oxidized to artemisinic acid, the conversion rate is estimated to be at least 32% by simply comparing the yields of amorphadiene and artemisinic acid (Figure 1B and Figure 2B). However, this value may be underestimated because the stability of *pESC-Leu2d::T *is two-fold lower than that of *pESC-Leu2d::ADS*. Considering the lower plasmid stability in artemisinic acid-producing yeast strain, the conversion rate from amorphadiene to artemisinic acid could be as high as 64%. We attempted to measure the amorphadiene that was not oxidized in the artemisinic acid-producing yeast by overlaying dodecane in the culture; however, dodecane sequesters amorphadiene efficiently and hence the total artemisinic acid production was severely impaired by dodecane (data not shown). Although almost immiscible, terpenes still have a low, but measurable water solubility. For example, a range of 5–30 mg per liter solubility in water was reported for monoterpenes such as limonene, myrcene, and pinene [26,27]. Thus, an excess of unoxidized amorphadiene is likely to remain in the medium and diffuse through the yeast membrane before being oxidized by AMO/CPR or vaporized into the atmosphere. The sequestration of amorphadiene by dodecane in cultures of artemisinic acid-producing yeast suggests that AMO/CPR inside the cell could not instantly oxidize endogenously produced amorphadiene. It is difficult to accurately measure the "in-cell conversion rate", but apparently the AMO/CPR-oxidation capability needs to be improved to fully convert the amorphadiene to artemisinic acid. Improvement of the kinetic properties of P450s is likely to be challenging, though such improvements have been demonstrated in a microbial system [28]. Nonetheless, genes/enzymes in plant secondary metabolism are evolutionarily recent, and hence there may be room for further improvement of their catalytic efficiencies by *in vitro *evolution or site-directed mutagenesis.

It was unexpected that the plasmid stability of the yeast strain expressing *ADS *in *pESC-Leu2d *reached 84% in non-selective rich medium, which was the highest of all conditions tested (Figure 1D). The plasmid stability in non-selective medium was even higher than that of yeast strain harboring the same plasmid in the selective medium. FPP and other mevalonate pathway intermediates have been reported to be cytotoxic in *E. coli *[21,29]. It is likely that yeast is also under similar stresses when FPP and other precursors accumulate inside the cells. In the yeast strain expressing *ADS *on *pESC-Leu2d *in rich medium, the expression level of *ADS *per cell could be elevated by placing it on a *Leu2d*-based high-copy plasmid and by supplying a high-level of nutrients in rich medium. Hence, potentially cytotoxic FPP could be rapidly converted to amorphadiene, which is then transported or diffuses across the plasma membrane and cell wall and evaporates from the culture medium. The reduced intracellular concentration of FPP in cells harboring a high-copy *ADS *and grown in rich medium might stabilize the plasmid harboring *ADS*. However, it should be noted that converting too much FPP to amorphadiene could also be toxic to cells as it would deplete precursors needed for ergosterol production.

The mechanism of olefin secretion from plant cells remains unknown, but hydrophobic olefins such as amorphadiene might be diffusible through the cell membrane without involving transporters. During cultivation (and production) at 30°C, amorphadiene is likely to diffuse through the membrane, and the volatile amorphadiene is readily vaporized. On the other hand, artemisinic acid produced endogenously should be ionized under neutral cytosolic conditions. Since ionized artemisinic acid requires transporters to cross the yeast plasma membrane, engineered yeast might utilize its own non-specific transporters to secrete artemisinic acid into the medium. As artemisinic acid is likely to be produced faster than it can be transported from the cell, the engineered yeast harboring the plasmid carrying *AMO *is at a selective disadvantage relative to the same yeast with no plasmid, which results in the low plasmid stabilities observed in non-selective medium (Figure 2D). This suggests that artemisinic acid might have a certain level of cytotoxicity in yeast.

The cellular stresses evoked by artemisinic acid were reflected by the massive transcriptional induction of the genes coding for ABC transporters as determined by RT-PCR and q-PCR. 

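Ranked from the highest mean log2(EPY330/EPY338), PDR5 had rank 5 of 5861 genes at 24 h, 8 of 5721 at 48 h and 5 of 5945 at 72 h. The ranks of PDR15 were 6, 9 and 1 at these times. SNQ2 had rank 12 at 24 h, 49 at 48 h and 9 at 72 h, and YOR1 had 14, 82 and 18. The ranks cover genes with a value on at least 3 slides of the time point.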

The unbiased microarray analysis further confirmed that the key ABC transporter genes (*SNQ2, YOR1, PDR15*, and *PDR5*) were among the genes highly up-regulated in the artemisinic acid-producing yeast. Nonetheless, yeast appears to tolerate the high-level of artemisinic acid by operating its efficient efflux pumps, such as the ABC transporters. It is difficult at this stage to identify the specific transporters or a group of transporters responsible for the secretion of artemisinic acid from yeast. In the future, it would be feasible to identify responsible transporters by deleting transporter genes in the engineered yeast or using deletion yeast strains to evaluate their sensitivity to artemisinic acid as was previously demonstrated in the artesunate (anti-malarial drug)-sensitivity test in mutant yeasts [30]. The nature and kinetic competency of yeast efflux pumps for artemisinic acid are unknown. Thus, the identification and proper expression of authentic plant artemisinic acid transporters from the plant *Artemisia annua *might enhance the efflux of artemisinic acid from engineered yeast. It would be interesting to reconstitute plant transporters in engineered yeast to see if plants have evolved an efficient transporter for a specific class of natural product such as sesquiterpenoids.

The global microarray analysis of transcriptomes of the yeast producing artemisinic acid relative to the yeast producing amorphadiene was used to identify the stress responses associated with artemisinic acid production. The microarray analysis confirmed that expression of genes encoding ABC-transporters were up-regulated in artemisinic acid-producing yeast. Additionally, microarray data indicated multiple genes involved in oxidative and osmotic stresses and other general stress-responses were significantly up-regulated. Despite the difficulties in distinguishing whether these responses were the direct effects of artemisinic acid-related toxicity or indirect effects from the initial stress responses, the T-profiler and YEASTRACT analyses revealed that at least three *cis*-elements in multiple genes were clearly responsive to artemisinic acid and/or its biosynthesis. As predicted, the Pdr3p and related transcription factors involved in multi-drug resistant signaling pathways were identified, and Msn2p/Msn4p- and Reb1p-binding motifs were also identified. The reason for the involvement of the Reb1p (RNA polymerase I enhancer binding protein) in the artemisinic acid stress is not clear, but Msn2p/Msn4p might be related to oxidative stress associated with artemisinic acid synthesis as these zinc-finger transcription factors are known to regulate superoxide dismutase and thiol peroxidase [31-33]. In the P450 catalytic cycle, reactive oxygen species (ROS) are formed when activation of molecular oxygen and substrate oxygenation are uncoupled [34]. Cytochrome P450 is a heme-thiolate enzyme in which the distal axial ligand of the heme-moiety is occupied by conserved cysteine residue [35]. The strong electron donation by anionic thiolate to the heme moiety facilitates the heterolysis of dioxygen occupying the position *trans *to the thiolate [36,37]. When cysteine was altered to glycine in the C439G AMO mutant, the heterolytic cleavage of dioxygen cannot occur, and hence ROS species are not generated.

Our microarray data are in general consistent with other yeast mutant and microarray data describing the weak acid stress-responses in yeast. The screening of gene-deletion yeasts identified *PDR5 *and *TPO1 *as major resistant determinants against the anti-malarial drug artesunate (weak acid) which is remarkably consistent with our data (*PDR5 *and *TPO1 *showed 9- and 4- fold induction at the 24 h time point; Figure 5)[30]. 

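Turned to a fold, the mean log2 ratio of the 24 h slides was 9.01 for PDR5 and 4.07 for TPO1. The SD of the folds of single slides was 2.92 for PDR5 and 0.765 for TPO1 (n = 4 slides). With any 1 slide left out, the fold of PDR5 lay between 8.27 and 10.8.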

A comparison of yeast genes induced by treatment with 2,4-dichlorophenoxyacetic acid (2,4-D) and those by artemisinic acid produced by our engineered yeast revealed that multi-drug resistance transporters belonging to ABC and MSF transporters families (e.g. *PDR5*, *PDR15*, *YOR1 *and *TPO1*) were common genes strongly activated under both conditions [38]. Considering all data together, it is apparent that the engineered yeast is under the cellular stress exerted by a weak acid (i.e., artemisinic acid).

Finally, microarray data suggests that artemisinic acid itself may evoke osmotic stress resulting from lipophilic weak acid stress in the engineered yeast. Undissociated artemisinic acid could passively diffuse into the yeast cytosol where it dissociates into a proton and an artemisinic acid anion, which can be actively exported by the cells, resulting in an accumulation of protons in the yeast cytosol and its acidification. Alternatively, artemisinic acid could directly cause a destabilization (e.g. increased porosity) of the yeast cell wall, leading to decreased plasma membrane stability. The glycosylphosphatidylinositol (GPI)-anchored cell wall proteins, such as SPI1 and YGP1, are believed to strengthen cell walls to protect yeast against stress caused by lipophilic weak acids, such as the food preservative benzoic acid [39,40]. Induction of these genes during artemisinic acid production (approximately 1.7-fold and 4 fold, respectively) together with several other genes inducible by osmotic stress indicates that yeast tries to compensate for the membrane destabilization effect of artemisinic acid.

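SPI1 (YER150W) was 1.81-fold higher in EPY330 at 24 h and 1.69-fold at 48 h, with log2 ratios of 0.86 ± 0.14 (SD, n = 4 slides) and 0.75 ± 0.15 (SD, n = 5 slides). At 72 h its log2 ratio was 0.21 ± 0.40, and SAM called it at 24 h alone. It was also called at 48 h at an FDR of 1%, for genes with a value on every slide and with missing values imputed. The 48 h call was absent by limma on slides, with the slides centred and with the trend along the ORF order removed. YGP1 (YNL160W) was 3.78-fold and 4.08-fold higher at 24 and 48 h, with log2 ratios of 1.92 ± 0.32 and 2.03 ± 0.25, and was called at both. Its log2 ratio at 72 h was 0.36 ± 0.69, and the difference from 24 h was -1.56 (adjusted p = 0.0039 from limma).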

The fact that yeast can tolerate multiple stresses and produce one gram of artemisinic acid per liter in a laboratory scale bio-reactor suggests that yeast may be an ideal platform to produce artemisinic acid or other related lipophilic weak acids. Although the biological significance of the pleiotropic drug response and oxidative and osmotic stresses needs to be further investigated in this context and the potential resistance determinants to artemisinic acid production are still not clearly determined, this study provides a basis for endogenous artemisinic acid production-induced stresses and will be useful in selecting future potential targets for metabolic engineering.

## Conclusion

Development of microbial platforms for the production of pharmaceuticals and other industrial chemicals is an important area of research. An engineered yeast strain that synthesizes the drug precursor artemisinic acid was previously reported. We demonstrated here that the production of artemisinic acid can be significantly improved by modulating the selection marker of the expression plasmid and the composition of the culture medium. In addition, by combination of RT-PCR and microarray analysis, we showed that the cellular responses to artemisinic acid biosynthesis involve the induction of multiple pleiotropic drug resistance genes [ATP-binding cassette (ABC) and major facilitator superfamily (MSF) transporters] as well as genes known to respond to oxidative and osmotic stresses. The studies presented here provide the basis for future strain optimization to improve artemisinic acid production.

## Methods

### Plasmid construction

The Leu2d allele codes for an identical Leu2 protein sequence, but a significant portion of its promoter was deleted, leaving only a 29-bp promoter region. In order to generate pRS425-Leu2d::*ADS *plasmid, the 5'-end of Leu2-coding sequence from pRS425-Leu2::*ADS *was amplified by PCR using a pair of primers: forward primer, 5'-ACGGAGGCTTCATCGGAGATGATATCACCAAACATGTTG-3', and a reverse primer, 5'-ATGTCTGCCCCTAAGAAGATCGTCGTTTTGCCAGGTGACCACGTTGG-3'. This PCR-product was used as a template for the second PCR using a pair of primers: a forward primer, 5'-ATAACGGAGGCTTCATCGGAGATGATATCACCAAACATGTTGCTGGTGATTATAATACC-3' and a reverse primer, 5'-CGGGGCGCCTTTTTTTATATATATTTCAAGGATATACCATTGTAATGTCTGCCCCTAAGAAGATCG-3'. The deleted promoter was introduced using the reverse primer. The PCR-product was digested using *EcoRV *and *NarI *and cloned into the *EcoRV*- and *NarI*-digested pRS425-Leu2::*ADS*.

In order to generate pESC-Leu2d vector, the pESC-Leu plasmid was digested using *EcoRV *and *DraIII*, and the *EcoRV*- and *DraIII*-digested fragment from pRS425-Leu2d::*ADS *was ligated into the pESC-Leu plasmid. The *ADS *expression cassette in pRS425-Leu2d::*ADS *was amplified by using primers 5'-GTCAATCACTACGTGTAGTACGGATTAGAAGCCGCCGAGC-3' and 5'-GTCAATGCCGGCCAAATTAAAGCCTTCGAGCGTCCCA-3'. The PCR-product was digested using *DraIII *and *NaeI *and ligated into the corresponding sites in pESC-Leu2d or pESC-Leu. The coding sequence for *AMO *from pESC-URA::*AMO/CPR *was digested using *PacI *and *NotI *and ligated into the *PacI *and *NotI *of pESC-Leu2d::*ADS *and pESC-Leu::*ADS*. The coding sequence for CPR from pESC-URA::*AMO/CPR *was digested by *NotI *and *NheI *and ligated into the *NotI *and *NheI *sites of pESC-Leu2d::*ADS/AMO *and pESC-Leu::*ADS/AMO*, resulting in the plasmids, pESC-Leu2d::*ADS/AMO/CPR *and pESC-Leu::*ADS/AMO/CPR*, respectively.

### Yeast strains, cultivation and plasmid stability assay

Strains and their genotypes are given in Table 1. Strains used are derivatives of BY4742 (*MATαα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*) [41]. The chromosomal modifications made to create strain EPY224 (BY4742 P_*GAL*1_*-tHMGR *P_*GAL*1_*-upc2-1 erg9*::*P*_*MET*3_*-ERG9 *P_*GAL*1_*-tHMGR *P_*GAL*1_*-ERG20 *plus pRS425-Leu::*ADS *and pESC-Ura::*AMO/CPR*) have been previously described [7]. Strains (EPY300) used in this study have the same genetic background as EPY224 or have repaired URA3 and LYS2 (EPY331). Repair of *ura3Δ0 *and *lys2Δ0 *in EPY300 was accomplished by transformation with a URA3 PCR amplicon (PCR primers, 5'-CTACCAGAATGATAACAAGTTTGGAC-3' and 5'-GTGGAACAGTGGTAATTCCTACGA-3'), selecting for uracil autotrophy, then transforming the resulting uracil autotroph with a LYS2 PCR amplicon (PCR primers, 5'-GGTACCTTTTTGAACTTCGTCTC-3' and 5'-CATCATGCTGCGAAGAACTAAAG-3') and selecting for lysine autotrophy. All OD_600 _(optical density at 600) measurements were taken using a Beckman DU-640 spectrophotometer. Culture tubes containing 5 mL of CSM medium with 2% glucose omitting Leu, His, and Met were inoculated with the strain of interest. These inocula were grown at 30°C to OD_600 _between 1 and 2. Unbaffled culture flasks (250 mL) containing 50 mL CSM medium omitting Leu and His or YPG medium (0.2% glucose and 1.8% galactose) supplemented with 1 mM Met were inoculated to an OD_600 _of 0.03–0.05 with the initial seed cultures for induction. For plasmid stability determination, dilutions of the cultures were plated on CSM or CSM without Leu (2% glucose) and grown for 3–4 days at 30°C before counting colonies.

### Terpenoid detection by gas chromatography-mass spectrometry

Gas chromatography (GC) and GC-mass spectrometry were used to identify and quantify amorphadiene and artemisinic acid as described previously [7].

### Semi-quantitative RT-PCR and real-time quantitative RT-PCR

Cells induced in YPG were harvested by quick centrifugation and immediately frozen in liquid nitrogen. Cells were disrupted with glass beads in a bead beater, and total RNA was extracted using the RNEasy Mini kit (QIAgen) following the manufacturer's recommendations. RNA was quantified by spectrophotometry, and its integrity verified with a 2100 Bioanalyzer (Agilent). The RNA (450 ng) was treated with the Turbo-DNA free kit (Ambion), and 350 ng of the treated RNA was reverse-transcribed with SuperScript III (Invitrogen) using an oligo(dT) primer following manufacturer's recommendations. The cDNA synthesis reactions were treated with RNAse H, diluted five fold, and 2 μl of the diluted cDNA served as template for PCR. The PCR primers used were the following: *ACT1 *(5'-GCAAACCGCTGCTCAATCTTCT-3' and 5'-CAAAGCGGTGATTTCCTTTTGC-3'); *PDR1 *(5'-ACTTACCGCAGCCCTTTGTGAG-3' and 5'-TGTCGCATGTGAAGTCCACGTA-3'); *PDR3 *(5'-TTCTCCTTGCCCCATCAAGAAA-3' and 5'-CTCCCAACGAGACAATCCCATC-3'); *PDR5 *(5'-TTTTCTAGTGCCGCCTGGGTTA-3' and 5'-CACCTGGGTTTAGGCAACCATC-3'); *PDR12 *(5'-TGTCCCGAGCTTGATTTCCATT-3' and 5'-CCTCTTGTGGCGTTATCCCAAG-3'); *PDR15 *(5'-TGTTGGTGTTGCAGGTGAAGGT-3' and 5'-AGGGTTTGCATCAGGTGGACAT-3'); *SNQ2 *(5'-AACCGCGTTGACTGATCCAAAT-3' and 5'-AAAAGCACCGGAAGTGGATGAA-3'); and *YOR1 *(5'-GGAGGCTCCAGAAGATGATCCA-3' and 5'-CTAAATCTTCCGGGCCGTCTCT-3'). For semi-quantitative PCR, reactions were conducted for the indicated number of cycles, and products were visualized on agarose gels using standard techniques. For quantitative PCR, 2X master mixes (DyNAmo HS SYBR Green qPCR kit, Finnzymes or iQ SYBR Green Supermix, Bio-Rad) were used according to manufacturer's recommendations on a Bio-Rad iCycler instrument. Three independent transformants of each strain were assayed in triplicate (n = 9), and the coefficient of variation of C_T _for all replicate measurements was < 3%. Relative gene expression was calculated using the Pfaffl method [42] with *ACT1 *as the reference transcript.

### Microarray analysis

Five independent transformants of each strain were induced in YPG and harvested by centrifugation after 24, 48 and 72 h of induction and cell pellets were immediately frozen in liquid nitrogen. Total RNA was prepared by hot acid phenol extraction [43] and further purified on an RNEasy mini column (QIAgen). The RNA integrity was verified using a 2100 Bioanalyzer (Agilent). Equal amounts of total RNA from five clones of each strain were pooled. Twenty (20) μg of each sample was used for reverse transcription and fluorescent labeling with SuperScript Plus Indirect cDNA Labeling System (Invitrogen) following the manufacturer's recommendations, except for the chemical hydrolysis of RNA and cDNA purifications, which were carried according to standard protocols . Labeled cDNA targets were hybridized to cDNA microarray slides double-spotted with the 6,240 predicted ORFs of *S. cerevisiae *(University Health Network Microarray Facility, Toronto, Canada) and washed using standard methods on a hybridization station (TECAN). Images were acquired with a GenePix Professional 4200A scanner (Axon Instruments), and feature fluorescence intensities were extracted with the GenePix Pro 6.1 software. Four or five replicates slides for each time point were hybridized. Artifactual or aberrant spots were excluded, as well as spots with low signal in both channels and spots for which more than 50% of the values were missing. Lowess normalization was performed using BRB-ArrayTools version 3.5.0 developed by Dr. Richard Simon and Amy Peng Lam . Significant differentially expressed genes were extracted using the SAM software [44], with false discovery rate set at ≤ 0.2%. Clustering and gene ontology analyses were performed on the significantly differentially expressed genes using Genesis 1.7.1 [45].

### Bioreactor

The fermentation was carried using a Sartorius Biostat B+ bioreactor. The temperature was kept at 30°C and pH was kept at 5.5 with addition of 4 M NaOH. The OD was monitored using an Optek ASD19-N single channel NIR absorption probe and the off-gas analysis was monitored by a Thermo Onix VG Prima δB mass-spectrometer. The yeast was firstly grown in batch fermentation with 27 g L^-1 ^initial glucose concentration, vitamins and trace metals solution in an initial volume of 720 ml. When glucose was depleted after approximately 21 h, a solution of 186 g L^-1 ^of glucose, vitamins and minerals started to be added in the bioreactor with feed-rate addition controlled by a D.O stat algorithm [46]. After 40 h, the OD reached approximately 60 and the broth volume in the bioreactor was approximately 920 ml. At this point, production was induced by another feed solution containing 377 g L^-1 ^of galactose, vitamins and trace metals which was added into the bioreactor for 72 h at a feed rate also controlled the D.O. stat.

## Authors' contributions

DKR, MO, EMP, CP, JDN, and JDK designed experiments. DKR, MO, and EMP conducted plasmid construction, analytical chemistry, and molecular biology. DE and CP conducted yeast genetics. HB conducted the fermentation experiment. All authors contributed to the manuscript writing.

## Supplementary Material

Additional file 1 **A list of genes significantly differentially expressed in EPY330 or EPY338**. 

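The additional file lists a log2 ratio of EPY338 over EPY330 for each gene and time point, with 0 where the gene was not significant. The paper's sheet of all significant genes has 2153 entries, of which 1994 were used here. Over all sheets, each nonzero value used, 924 at 24 h, 950 at 48 h and 1172 at 72 h, equalled the mean of the slides of its time point within a log2 ratio of 0.001. Of the nonzero values used from the sheet of all significant genes, 504 of 879 at 24 h, 116 of 901 at 48 h and 367 of 1152 at 72 h belonged to genes called here by SAM without imputation. With missing values imputed, SAM called 877, 900 and 1137 of them. Among the genes used from that sheet, 0 of those called here without imputation carry a 0 at the time point of the call.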

The additional data file includes a processed data set for differentially expressed genes identified by microarray analysis. The data set has 2,156 genes that were significantly differentially expressed in at least one experimental time points and has 488 and 256 genes that were up-regulated and down-regulated, respectively, in the producer strain by more than 2-fold at least one time points. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

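Transcripts of EPY330, which makes artemisinic acid, and of EPY338, whose AMO is inactivated, were compared on 14 cDNA slides, 4 at 24 h, 5 at 48 h and 5 at 72 h after induction. The log2 ratios of EPY338 (Alexa647) over EPY330 (Alexa555) were made by the authors before deposition, who extracted intensities with GenePix Pro 6.1, removed artifactual and weak spots, and normalized each slide by lowess in BRB-ArrayTools 3.5.0. The deposited table holds 1 such value per ORF and slide and no intensities, so the signal over background of a spot was not assessed. The number of slides limits the precision. RNA of 5 clones per strain was pooled, and all slides of a time point carry the same pair of pools. The tests over slides therefore compare RNA pools against technical error and do not measure the spread between clones or cultures. The time points came from the same transformants, so a test over them does not measure the spread between clones either.

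The sign was turned to log2(EPY330/EPY338), and slides were averaged per ORF and time point. One-class SAM was computed for genes with a value on at least 3 slides of a time point, over every sign flip of the slides, with a median FDR of at most 0.2%. Folds were counted as above 2 where the mean log2 ratio was above 1 or below -1. Two-sided tests in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment, were used for the mean over the 3 time points (1 value per time point) and for 72 h minus 24 h (all slides, time point as group). The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The procedures were tested on simulated data with 200 genes changed by a log2 ratio of 2. On genes with a value on every slide of the time point, SAM recovered 93.5% at 24 h, 94.0% at 48 h and 99.5% at 72 h, with 0, 5 and 1 false calls. On genes with at least 3 slides and the gaps of the deposited table, which is the rule behind the SAM counts, it recovered a mean of 49.8%, 37.4% and 68.6% over 10 draws (lowest draws 15%, 0% and 41%), compared with 89.4%, 82.5% and 95% for the same simulated values without gaps and 90.8%, 85% and 96.2% with the gaps imputed. A gene without a SAM call is therefore not shown to be unchanged. In limma, on genes with at least 3 slides at every time point and the same gaps, the recovery was 99.0% for 72 h minus 24 h and 100.0% over the time points, with 10 and 3 false calls. The simulated slides had independent noise, without slide sets or a trend along the ORF order. Over the time points the simulated effect was constant, so that recovery does not cover genes whose ratio changes with time. HXT9, with a real mean of 2.49, had an adjusted p of 0.0608 in limma. A gene without a call in limma is therefore not shown to be unchanged either.

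The genes named in the text are every gene that the paper names in its microarray results, its discussion and Fig. 5, the engineered and marker genes of the strains, and the 5 genes with the largest mean rise and the 5 with the largest mean fall at 24 h among genes with a value on every slide and the same sign on every slide. Of these, 91 had values and 1, YLR056C, had none. Lists of proteasome, ergosterol, respiratory chain, ribosomal protein, mitochondrial ribosomal protein, histone and leucine pathway genes were compared with 10000 random lists of the same size, which were not matched on intensity.

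The comparisons, the gene rule and most alternatives were set before the data were examined. These alternatives were limma on slides at an adjusted p of at most 0.002, an FDR of 1%, genes with a value on every slide, missing values imputed from the 10 nearest genes, slides centred on their median, the median of the slides, other limits on fold and p, the replicate letter as a replicate block, the 24 and 72 h slides alone, and leaving out each slide. An F test of a change over the 3 time points in limma, removing a trend along the order of ORF names (the median of the ORFs 1 to 6, 44 to 50 and 91 to 97 places away on either side), leaving out each time point, and using sets of slides found in the data were added after the data were seen. The upstream motifs were not analysed here, since gene coordinates were not used.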

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

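The tests of a dye effect, of the spread of replicate E at 72 h, of other splits of the slides, of the sets of slides found in the data, and of a trend along the ORF order in LEU2, UPC2, HIS3 and the 5 genes with the largest falls were chosen only after the result was seen.

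Single slides lay far from the other slides of their time point in 14 cases among 267 gene groups and 9 groups of slide summaries. Chance gives about 1 in 20, which is as many, so the cases need no explanation as a group. The log2 ratio was -0.61 against -0.11 to 0.08 on the other slides for GAL2 (replicate A at 48 h), 0.056 against 0.91 to 1.20 on the other slides for GAL7 (replicate D at 72 h), 0.80 against 1.14 to 1.27 on the other slides for MSN2 (replicate A at 48 h), 1.43 against 0.75 to 0.82 on the other slides for PDR10 (replicate A at 24 h), 2.20 against 3.21 to 3.44 on the other slides for PDR16 (replicate A at 48 h), -1.14 against -0.13 to 0.20 on the other slides for SGE1 (replicate B at 48 h), -0.82 against -0.64 to -0.58 on the other slides for SGE1 (replicate C at 72 h) and 0.73 against 1.36 to 1.43 on the other slides for SOD2 (replicate A at 24 h). Replicate E at 72 h lay apart for 5 genes, with 1.31 against 0.60 to 0.76 for GPX1, -0.72 against -1.41 to -1.25 for LEU2, 3.07 against 0.97 to 1.28 for SAP30, 1.48 against 0.61 to 0.84 for TPO1 and 1.00 against 0.49 to 0.59 for YCL073C. The SD of the log2 ratios on that slide was 0.62, against 0.47 to 0.51 on the other 72 h slides. Scaled to the SD of the other slides, replicate E still lay apart by the same rule for 1 of the 5 genes, LEU2. The wider spread of that slide may thus account for GPX1, SAP30, TPO1 and YCL073C lying apart. All 5 genes stayed outside the range of the other slides after scaling, but they had been picked for lying outside it, so this cannot exclude the spread. No biological explanation was tested, since the slides of a time point share their RNA.

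Of 91 named genes, 47 differed between 24 h and 72 h in limma at an adjusted p under 0.05, 39 with a lower and 8 with a higher ratio at 72 h. The differences of the lower ones were HXT9 (-4.28), IMA4 (-3.05), IMA2 (-2.75), GRE2 (-2.24), ICT1 (-2.17), HXT11 (-2.13), PDR16 (-1.65), YGP1 (-1.56), HAC1 (-1.53), PRM7 (-1.44), NCE103 (-1.39), SCC2 (-1.38) and PGA3 (-1.35). They were TPO4 (-1.35), LEU2 (-1.20), SOD2 (-1.19), TMH11 (-1.19), YLR346C (-1.15), PDR5 (-1.14), PRX1 (-1.12), TPO1 (-1.12), COX7 (-1.11), PPA1 (-1.03), SNQ2 (-0.99), YOR1 (-0.94) and MRP8 (-0.92) in the next 13 genes. For the last 13 they were HOR2 (-0.90), RPL15B (-0.90), TIR2 (-0.89), YGR035C (-0.87), ERG20 (-0.84), ACT1 (-0.84), SGE1 (-0.83), DAK1 (-0.80), SVS1 (-0.80), RHR2 (-0.79), PDR15 (-0.73), SPI1 (-0.65) and MSN2 (-0.50). The higher ones were HOR7 (0.63), HMG1 (0.86), GAL7 (0.86), DUO1 (0.92), GID10 (0.94), SIP18 (1.11), SPG4 (1.28) and HXT1 (1.41). Single slides changed these calls: of the 47 genes, 20 kept an adjusted p under 0.05 without replicate B, 26 without D, 39 without C and 42 without A at 24 h, and 26 without replicate A, 26 without B and 30 without C at 72 h. Without any 1 of the other slides at least 43 kept it.

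Over all genes, of 100 splits of the 24 h and 72 h slides, 1 gave as many genes, the real one itself, so chance can be excluded as the cause of the count of differing genes. A split of the 72 h replicates A, B, C and E against the remaining slides gave 359 genes. The median log2 ratio of PDR5, PDR15, SNQ2 and YOR1, which the paper found induced by RT-PCR, was higher on every 24 h slide (at least 2.57) than on every 72 h slide (at most 2.20), a gap of 0.37, which excludes a dye effect that is constant over time as the whole cause for these genes as a set. It is also excluded for PDR16, whose adjusted p in an F test over the 3 time points in limma was 0.0040, and at most 0.0183 with any 1 slide left out. In that test PDR5 (0.0280), PDR15 (0.0451), SNQ2 (0.0185) and YOR1 (0.0198) kept an adjusted p under 0.05 in 9, 4, 13 and 11 of 14 fits with 1 slide left out, with highest values of 0.0782 without replicate D, 0.125 without C and 0.0589 and 0.0636 without A at 24 h, so a dye effect stays open for each of these genes alone. For PDR10, PDR12 and PDR17 the median difference was 0.19, and a dye effect and a difference between the strains cannot be told apart, because the dyes were not swapped. The slides also fall into 2 sets that run across the time points, described under the other observations. Within the slides of set 1 and of set 2 alone, where the set is constant, limma still gave 417 and 803 genes at an adjusted p under 0.05, which excludes the sets as the whole cause. Of the 810 genes found with all slides, 357 and 435 kept their direction and that limit there. Within a set the median difference of PDR5, PDR15, PDR16, SNQ2 and YOR1 was -1.04 and -1.03, although with the slides of set 1 alone none of the 5 genes kept an adjusted p under 0.05 (0.0607 for PDR5), and with those of set 2 alone PDR15 lost it (0.0825). With 1 pair of pools per time point, a change with time and a difference between the pools cannot be told apart, and both stay open.

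Genes outside those that the paper discusses also changed. The log2 ratio of LEU2, a marker gene, was -1.20 at 72 h, and its call was lost without replicate B or C (-1.19 without B and -1.15 without C). Its ratio fell by 1.20 on the log2 scale between 24 and 72 h, which excludes a constant dye effect as the whole cause. Once the trend along the ORF order was removed it was -1.47. The median of the other leucine pathway genes at 72 h was -0.36, so a lower expression of the whole pathway does not account for all of the fall. Of these genes 7 of 7 with a value lay below 0. In the paper's strain list the host has LEU2 deleted and each strain carries the gene on its plasmid. The LEU2 ratio therefore reads the plasmid gene and not a chromosomal one. In related strains the paper found the plasmid with the active AMO less stable than that with the inactivated AMO. Loss of the plasmid from the producer is thus a candidate for the fall. It cannot be told apart from a change in transcription of the plasmid gene, because plasmids were not measured here.

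The log2 ratio of UPC2 was -1.04 at 72 h, and its call was lost without replicate B, C or D (-0.93 without B, -1.05 without C and -0.99 without D). The call was also lost when the trend along the ORF order was removed, which gave -0.71, so the trend stays open as a cause. The F test over the 3 time points gave UPC2 an adjusted p of 0.0726, 0.0253 with the slide set as a term, 0.0466 without replicate E at 72 h and up to 0.211 with another slide left out, and a constant dye effect and a difference between the strains cannot be told apart, because the dyes were not swapped. The log2 ratio of HIS3 was 1.30 at 48 h. SAM called it there at an FDR of 1%, for genes with a value on every slide, with missing values imputed and with the trend removed, but not at an FDR of 0.2% for genes with at least 3 slides, with the slides centred, or by limma on slides. Removing the trend gave 1.34, which excludes the trend as the whole cause. At 72 h its ratio was -0.49, below 0 on 5 of 5 slides, and the F test gave an adjusted p of 0.000799, at most 0.0037 with any 1 slide left out. A dye effect that is constant over time is thus excluded as the whole cause for HIS3, while a difference between the strains and one between the pools of the time points stay open.

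Among genes with a value and the same sign on every slide, the largest falls at 24 h were those of YCR103C (-1.70), GID10 (-1.55), DUO1 (-1.51), YMR317W (-1.43) and MLG1 (-1.40). SAM called all 5 at 24 h, and the calls of YCR103C and MLG1 were lost without replicate D, when their log2 ratios were -1.65 and -1.40. The median of the 5 genes was -1.42 once the trend was removed, which excludes the trend as the whole cause. In the F test over the time points DUO1 and GID10 had an adjusted p of 0.0013 and 0.0048, and at most 0.0223 with any 1 slide left out, which excludes a constant dye effect as the whole cause for both, although GID10 had 0.257 with the slides of set 2 alone. YCR103C (0.0390) and YMR317W (0.0370) kept an adjusted p under 0.05 in 6 of 14 fits with 1 slide left out each, with highest values of 0.122 without replicate C at 72 h and 0.0908 without replicate D at 48 h, and MLG1 had 0.621. For these 3 genes a dye effect and a difference between the strains cannot be told apart, because the dyes were not swapped. A difference between the strains and one between the pools stay open for all 5 genes.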

How the results depend on the processing

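Removing the trend along the ORF order, leaving out each time point and the fits that use the sets of slides were chosen only after the data had been seen.

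The SAM counts changed with the processing. At 24, 48 and 72 h and in at least one time point, the genes called numbered 1133, 373, 592 and 1582 with limma on slides at an adjusted p of at most 0.002, 1253, 1080, 1517 and 2538 at an FDR of 1%, 937, 1373, 759 and 2028 for genes with a value on every slide, and 1042, 1330, 1279 and 2446 with missing values imputed. Genes more than 2-fold lower numbered 260 at an FDR of 1%, 207 with a value on every slide, 267 with imputation and 260 by the mean alone with no SAM call. At a limit of 1.5-fold, 641 were higher and 207 lower, where the lower limit itself admits more genes. With the trend removed, SAM called 1042 genes at 24 h and 229 at 48 h, and 80 were more than 2-fold lower. Of the genes the paper names as up-regulated, 56 were then more than 2-fold higher. In simulated slides the missing values alone lowered the recovery of SAM from a mean of 89.4%, 82.5% and 95% to 49.8%, 37.4% and 68.6% at 24, 48 and 72 h, and imputing them gave 90.8%, 85% and 96.2%, so missed genes may account for the higher counts with imputation or with a value on every slide. Apart from this and the wider fold and FDR limits, the cause was not tested. Centring the slides on their median left all 6 SAM counts within 1.5-fold (828 genes in at least one time point). Genes more than 2-fold higher stayed within 1.5-fold under the alternatives other than the 1.5-fold limit, between 364 and 485.

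With any 1 slide left out, the count lay between 441 and 957 at 24 h, 85 and 285 at 48 h, and 133 and 301 at 72 h. The count in at least one time point lay between 634 and 1229, that of genes more than 2-fold higher between 366 and 441, and that of genes more than 2-fold lower between 41 (without replicate D at 24 h) and 172. The range was 255 (without replicate E at 72 h) to 1546 for genes changed across the time points, 174 (without replicate B at 24 h) to 1280 (without replicate B at 48 h) for genes with a different ratio at 24 and 72 h, and 60 to 63 for the named genes more than 2-fold higher. The number of slides limits how firmly these counts can be given, and signal over background was not assessed.

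Across the time points limma gave 0 genes at an adjusted p of at most 0.002 (2273 at an unadjusted p under 0.05), 258 with the median of the slides and 796 with the trend removed. It gave 340 without the 24 h, 550 without the 48 h and 2895 without the 72 h time point, where fewer values enter the fit. Between 24 and 72 h it gave 23 genes at an adjusted p of at most 0.002, 1483 with the 24 and 72 h slides alone, 1424 with the slide set as a term and 417 with the slides of set 1 alone. Apart from the stricter limits, the cause was not tested. With the replicate letter as a replicate block it gave 1146 genes. The letters do not pair slides by design, since all slides of a time point share their RNA.

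The log2 ratios of the named genes at the time points, 273 values, moved by less than the SD between slides with the median of the slides, with centring and with any 1 slide left out, and 47 moved by more when the trend was removed. None of them changed sign where called. The difference between 72 h and 24 h reversed for CCR4, which was -0.49 with the trend removed (adjusted p = 0.0356 from limma, between 0.0356 and 0.983 over the alternatives); the cause was not tested. Of 57 named genes with an adjusted p under 0.05 across the time points, 31 kept it with the median of the slides and 31 without replicate E at 72 h. The 8 PDR genes among them kept it in each fit at that limit except PDR12 without the 24 h time point (0.0579). The analyses of upstream motifs and their alternatives were not run, since gene coordinates were not used.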

Differences from the paper's values

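The paper counts 2156 genes significantly changed in at least one time point (the paper's value), and SAM called 848 here. Of the alternatives set before the data were examined, limma on slides at an adjusted p of at most 0.002 (1582), an FDR of 1% (2538), genes with a value on every slide (2028) and imputed missing values (2446) fall within 1.5-fold of the paper's value. Centring the slides (828) and leaving out any 1 slide do not. With imputation SAM called 877 of 879, 900 of 901 and 1137 of 1152 of the paper's nonzero values used, by time point. Without imputation it called 504, 116 and 367 of them. These values argue that leaving missing values out, rather than a difference in the ratios, lowered the count here. The paper does not say whether it imputed missing values.

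For genes more than 2-fold lower in the producer, the paper's value is 256, and 123 were called here. Within 1.5-fold of the paper's value lie limma on slides (176), an FDR of 1% (260), genes with a value on every slide (207), imputed missing values (267), the mean alone with no SAM call (260), a limit of 1.5-fold (207) and the fit without replicate A at 24 h (172). Centring the slides (105) and leaving out any 1 of the other slides do not reach it. The sheets of the paper's additional file have 2153 significant genes and 265 genes more than 2-fold lower, which are the paper's own values and differ from those in its text.

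SAM with missing values left out recovered a mean of 49.8%, 37.4% and 68.6% of the changed genes in simulated 24, 48 and 72 h slides, so the lack of a call does not show that a gene was unchanged.

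Of the 71 genes the paper names as up-regulated, 63 were called higher in at least one time point and 62 were more than 2-fold higher. The paper describes the MFS genes SGE1, DTR1 and YCL073C as strongly up-regulated. SGE1 had a log2 ratio of 0.17 at 24 h and -0.66 at 72 h, and was called lower in EPY330 at 72 h by limma on slides, at an FDR of 1%, for genes with a value on every slide and with imputation. DTR1 reached 0.58 at 72 h and was called higher there at an FDR of 1% and with imputation. YCL073C reached 0.64 at 72 h and was called higher there by limma on slides, at an FDR of 1%, for genes with a value on every slide and with imputation. Among the genes the paper lists as more than 2-fold up-regulated, HOT1 reached 0.47 and was called at 72 h at an FDR of 1% and with imputation, while SVS1 had -0.78 at 72 h and was called lower there under the alternatives named for SGE1 and, in a test chosen after seeing the values, with the trend along the ORF order removed. HOR2 and MAC1 were more than 2-fold higher at 48 h (1.31 and 1.01) and were called by limma on slides, at an FDR of 1%, for genes with a value on every slide and with imputation, and HOR2 also with that trend removed. PDR11, which the paper lists among its differentially expressed genes, had 0.72 at 24 h and was called there by limma on slides, at an FDR of 1%, for genes with a value on every slide, with imputation and with that trend removed.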

Other observations

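The tests of the repeat along the ORF order, of the 72 h slides, of the ergosterol, respiratory chain and ribosomal protein genes and of the sets of slides were chosen only after the result was seen.

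When ORFs were ordered by name, the deviation of a slide from the other slides of its time point was correlated with that of the next ORF (median r over slides 0.164) and again with that of the ORF 47 places away (0.149) and 94 places away (0.123), but less at 20 to 28 places (median 0.0129). On 14 of 14 slides the correlation was higher at 47 places than at 20 to 28, which argues against co-regulation of neighbouring genes. A trend with the place of the spot that was left after lowess is a candidate explanation, but spot positions were not used here. The trend was removed as the median of the ORFs 1 to 6, 44 to 50 and 91 to 97 places away on either side. The median log2 ratio of the 9 PDR genes at 24 h was 2.33 before and 2.37 after the removal, a shift smaller than the SD of the list median over slides (0.31), so the trend is excluded as its cause.

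The slides fell into 2 sets shared by the time points, found from the correlations of these deviations, whose first axis held 33.0% of the variance. Set 1 holds replicates A and C at 24 h, A and B at 48 h and A, B and C at 72 h, and set 2 the others. Between slides of different time points the mean r of the deviations was 0.239 in the same set (32 pairs) and -0.227 in different sets (33 pairs), where the sets had been chosen on the same correlations. Slides of a time point share their RNA, so the sets are technical by design, and what separates them was not tested. At 72 h the mean r was 0.791 within and 0.583 between the sets. Removing the trend along the ORF order gave 0.774 within and 0.542 between them, which excludes that trend as the cause. Between 24 and 72 h, 357 of the 810 differing genes kept their direction and an adjusted p under 0.05 with set 1 alone and 435 with set 2 alone.

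The mean log2 ratio of the ribosomal protein genes was 0.53 at 24 h, 0.61 at 48 h and -0.15 at 72 h. At every time point the median of this list, and that of the proteasome list, was higher on each slide of set 2 than on each slide of set 1, whereas this held at 1 time point for the ergosterol and the respiratory chain lists. On the 24 h slides the lowest median of the ribosomal list was 0.30, which excludes the sets as the whole cause of the rise at 24 h. At 72 h the list median was above 0 on 2 of 5 slides, replicates D and E, so a difference between slides may account for the sign at 72 h.

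The proteasome genes had a mean log2 ratio of 0.50, 0.62 and -0.10 at 24, 48 and 72 h. At 24 h the mean had a percentile of 100 among random lists, above all 10000, and still 100 once the trend along the ORF order was removed, which argues against that trend. A rise with the PDR response may account for it, but the ribosomal list had a percentile of 100 too, so it cannot be told apart from a rise shared by abundant transcripts, since the lists were not matched on intensity. For the respiratory chain genes the means were 0.64, 0.76 and 0.20, with percentiles of 100 at 24 h and 99.8 at 72 h (100 and 99.9 with the trend removed). For the ergosterol genes they were 0.37, 0.48 and -0.16, with percentiles of 99.3 at 24 h and 3.88 at 72 h. With the trend removed the ergosterol mean at 24 h fell to 0.28 and its percentile to 96.8, and at 72 h the mean was -0.22 and the percentile 0.6. Both stay open for the same reason.

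Mean log2 ratios at 24, 48 and 72 h were 0.21, 0.16 and 0.16 for the mitochondrial ribosomal protein genes and 0.02, 0.14 and -0.32 for the leucine pathway genes other than LEU2, whose 24 h mean was -0.03 with the trend removed. Histone genes had 0.53, 0.68 and 0.06, and at 72 h their mean fell to a value just below 0 with the trend removed. Centring the slides on their median changed the sign of none of the 7 lists' means at any time point. Of the 494 ORFs that the annotation did not match, 2.53%, 2.59% and 4.28% of those with at least 3 slides were more than 2-fold higher at 24, 48 and 72 h, compared with 5.29%, 5.98% and 1.66% of the matched ORFs, and 2.07%, 6.99% and 0.428% were more than 2-fold lower, compared with 1.82%, 3.24% and 0.712%. The excess went both ways, and no explanation was tested.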
